# Atypical Cadherin FAT3 Is a Novel Mediator for Morphological Changes of Microglia

**DOI:** 10.1523/ENEURO.0056-20.2020

**Published:** 2020-12-15

**Authors:** Tomomi Okajima, Yichen Gu, Rin-ichiro Teruya, Sarasa Yano, Takumi Taketomi, Ban Sato, Tomoki Chiba, Fuminori Tsuruta

**Keywords:** FAT3, HPRT1, hypoxanthine, Lesch–Nyhan syndrome, microglia, morphogenesis

## Abstract

Microglia are resident macrophages that are critical for brain development and homeostasis. Microglial morphology is dynamically changed during postnatal stages, leading to regulating synaptogenesis and synapse pruning. Moreover, it has been well known that the shape of microglia is also altered in response to the detritus of the apoptotic cells and pathogens such as bacteria and viruses. Although the morphologic changes are crucial for acquiring microglial functions, the exact mechanism which controls their morphology is not fully understood. Here, we report that the FAT atypical cadherin family protein, FAT3, regulates the morphology of microglial cell line, BV2. We found that the shape of BV2 becomes elongated in a high-nutrient medium. Using microarray analysis, we identified that FAT3 expression is induced by culturing with a high-nutrient medium. In addition, we found that purinergic analog, hypoxanthine, promotes FAT3 expression in BV2 and mouse primary microglia. FAT3 expression induced by hypoxanthine extends the time of sustaining the elongated forms in BV2. These data suggest that the hypoxanthine-FAT3 axis is a novel pathway associated with microglial morphology. Our data provide a possibility that FAT3 may control microglial transitions involved in their morphologic changes during the postnatal stages *in vivo*.

## Significance Statement

Microglia play an important role in regulating neural circuit formation and brain homeostasis. Microglial morphology is greatly changed from reactive form to surveillant form after birth. Intriguingly, these morphologic changes are tightly associated with regulating higher brain functions. However, the mechanisms of morphologic changes have not been elucidated. Here, we report that atypical cadherin family protein, FAT3, is a novel regulator for microglial morphology. We found that FAT3 expression is induced by purinergic derivative, hypoxanthine, and is necessary for sustaining microglial morphology after changing to elongated shapes *in vitro*. Because both purinergic metabolism and FAT3 pathway have been implicated in neurodevelopmental disorders, our findings may shed light on the novel approach for treating these disorders associated with a microglial abnormality.

## Introduction

Microglia play important roles in regulating not only the immune system but also neural circuit construction in the CNSs (Kettenmann et al., 2011). Previous study has reported that microglia exhibit the amoeboid shape during prenatal period and gradually transform into ramified shape around postnatal day (P)14. Usually, amoeboid microglia are thought to be reactive forms, which possess a high ability for engulfment. Because neuronal cell deaths frequently occur during the developmental stages, reactive microglia eliminate the apoptotic or vulnerable neurons to regulate the number of neurons and brain environments (Marín-Teva et al., 2004; Cunningham et al., 2013). On the other hand, microglia have been known to be involved in neural circuit formation through regulating neuronal survival, apoptosis, synaptogenesis, and synapse pruning (Marín-Teva et al., 2004; Sierra et al., 2010; Paolicelli et al., 2011; Cunningham et al., 2013; Ueno et al., 2013; Miyamoto et al., 2016). In particular, the control of synaptic connectivity is a key process that underlies the higher brain functions. Previous studies have shown that the number of synapses is dramatically increased during brain development, followed by reducing them by microglia (Huttenlocher and Dabholkar, 1997; Paolicelli et al., 2011; Schafer et al., 2012). In the case of normal development in mice, the synaptic pruning occurs approximately from P20 to P30. At this time, microglial morphology exhibits the ramified shape, which is a surveillance mode. Ramified microglia constantly elongates and retracts their processes to monitor the neural circuit even in the resting state (Nimmerjahn et al., 2005; Haynes et al., 2006). Finally, microglia contribute to the proper neural circuit formation by removing unnecessary synapses (Paolicelli et al., 2011; Schafer et al., 2012). It is thought that these morphologic alterations in microglia are tightly regulated not only by genetic programs but also by various factors, such as metabolites and exogenous factors, followed by constructing precise neural circuit and maintaining normal brain functions. Although the morphologic changes of microglia are implicated in their activity, the cues that modulate microglial morphology, particularly the intrinsic substances, have not been fully explicated.

The cadherin family proteins play an important role in brain development, such as synapse connectivity and neural circuit formation (Takeichi, 2007). In addition, mutations in cadherin family genes cause psychiatric and developmental disorders, including schizophrenia and autism spectrum disorder (ASD) (Redies et al., 2012). Thus, cadherin proteins in the brain are crucial for acquiring proper brain functions. So far, several groups have reported that atypical cadherins are expressed in the CNS and tightly regulate brain development. FAT3, which is one of the four FAT-related genes (*Fat1*-*Fat4*), is known to be abundantly expressed in the mammalian brain (Nagae et al., 2007; Zhang et al., 2014). *Fat3* gene encodes the transmembrane protein that possesses large extracellular domains and is an ortholog of the *Drosophila fat-like* gene. In *Drosophila*, Fat-like induces aberrant actin filament orientation in the ovary (Viktorinová et al., 2009). In the CNS, FAT3 is mostly expressed in neurons (Zhang et al., 2014, 2016) and regulates neuronal morphology in the retina (Deans et al., 2011; Krol et al., 2016). On the other hand, the functions of FAT3 in microglia have not been elucidated although FAT3 is expressed in microglia during the postnatal stage (Bennett et al., 2016).

Recent studies have reported that purinergic signaling plays an important role in regulating aspects of microglia under brain development (Fields and Burnstock, 2006). Purine derivatives, including ATP and ADP, are released from cells to the extracellular region and activate microglia via purinergic receptors, and thus it is crucial for various physiological processes in the CNS. Hypoxanthine, one of the purine derivatives, is implicated in brain development under the postnatal stage. For instance, newborns of mammals are exposed to hypoxic conditions at the time of birth, and hypoxanthine may become a marker of hypoxia. Indeed, abnormal hypoxic conditions trigger aberrant brain development (Saugstad, 1988). Moreover, it is known that perturbed hypoxanthine concentration is tightly associated with ASD (Gevi et al., 2016). Thus, precise regulation of purine derivatives, such as hypoxanthine, is essential for the normal brain development.

In this study, we found that the expression of atypical cadherin, FAT3, alters the morphology of microglia BV2 cells. Moreover, hypoxanthine induces FAT3 expression associated with their morphology. Our data provide the first evidence that links nucleic acid metabolism in microglia to their morphologic regulation.

## Materials and Methods

### Cell culture and stimulation

BV2 cells were cultured in either DMEM (high glucose; Wako) or DMEM/nutrient mixture F-12 (DMEM/F12; Thermo Fisher Scientific) containing 10% fetal bovine serum (FBS), 100 units penicillin and 100 mg streptomycin (P/S; Thermo Fisher Scientific). For screening, BV2 cells were cultured in DMEM with 10% FBS and P/S in the presence or absence of 150 μM L-alanine (Wako), 50 μM L-glutamic acid (Wako), 50 μM L-aspartic acid (Wako), 50 μM L-asparagine (Wako), 150 μM L-proline (Wako), 0.0052 pM CuSO_4_ (Wako), 1.5 pM FeSO_4_ (Wako), 1.5 pM ZnSO_4_ (Wako), 150 nM linoleic acid (Wako), 500 nM lipoic acid (Sigma), 15 nM biotin (Sigma), 500 nM vitamin B12 (Wako), and 15 μM hypoxanthine (Sigma). Pyridoxalphosphate-6-azophenyl-2',4'-disulfonic acid tetrasodium salt (PPADS) was purchased from Alexis Corporation. Dipyridamole (DY) and allopurinol (ALP) were purchased from Tokyo Chemical Industry. Hoechst 33342 was purchased from Thermo Fisher Scientific. DAPI was purchased from Dojindo. FAT3 siRNAs (NM_001080814, siRNA ID; SASI_Mm02_00293873) and MISSION siRNA universal negative control (SIC001) were purchased from Sigma; 50 nM FAT3 siRNAs were transfected using Lipofectamine RNAi Max Reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### Plasmid construction and antibody

A cDNA fragment encoding a C terminus (CT) of human-FAT3 containing 276 residues (4313–4589 amino acid) was amplified from FAT3 cDNA (product ID: ORK04991; Kazusa) and subcloned into the BamHI site of pET28(a) and the BglII site of pCS4-HA. The primers used were as follows:

FAT3_HA forward, 5′-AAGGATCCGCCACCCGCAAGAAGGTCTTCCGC-3′;

FAT3_HA reverse, 5′-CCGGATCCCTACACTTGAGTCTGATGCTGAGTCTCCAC-3′;

FAT3_recombinant forward, 5′-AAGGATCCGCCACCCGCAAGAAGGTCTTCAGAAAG-3′;

FAT3_recombinant reverse, 5′-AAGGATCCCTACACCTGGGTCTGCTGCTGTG-3′.

The His-tagged recombinant protein was produced in *Escherichia coli* BL21. The His-tagged FAT3 recombinant protein was purified using a Ni-Sepharose 6 Fast Flow (GE Healthcare), emulsified with Freund’s complete and incomplete adjuvant (Difco Laboratories), and was injected intradermally into female New Zealand white rabbits (Kitayama Labes). The FAT3 antibodies were purified by fractionation with ammonium sulfate (0–40% saturation), followed by immunoaffinity chromatography on a CNBr-activated Sepharose 4B (GE Healthcare) column that had been conjugated with GST-fused FAT3 CT protein carrying the C-terminal 276-residues sequence. FAT3 C-terminal antibody was concentrated 5× with a Vivaspin-100K (GE Healthcare). For immunoblot analyses, anti-HA (3F10, Roche) and anti-tubulin (DM1A, Sigma) antibodies were used as a primary antibody.

### RT-qPCR

BV-2 cells (1.5 × 10^5^ cells/60-mm dish) were cultured for 24 h at 37°C with 5% CO_2_ and treated with various stimulations for 24 h. Total RNAs from cells were isolated by ISOGEN II (NIPPON GENE) according to the manufacturer’s instructions. The cDNAs were synthesized by reverse transcriptase, 100 units ReverTra Ace (TOYOBO) together with 25 pmol Random Primer (nonamer; TOYOBO), 20 nmol dNTPs and 1.0 μg total RNAs. The qPCR was performed in triplicate in 96-well plate (Thermo Fisher Scientific) using THUNDERBIRD SYBR qPCR Mix (TOYOBO) in Thermal Cycler Dice Real Time System TP800 (TAKARA) or Applied Biosystems 7900HT Fast Real Time PCR System (Applied Biosystems). The relative quantity of the target expression was calculated by 2^-ΔΔCt^ methods using Thermal Cycler Dice Real Time System Software (TAKARA) or SDS Software 2.4.2 (Applied Biosystems) with the following calculation. The relative quantity = 2^−ΔΔCt^, ΔΔCt = (Ct^target^ – Ct^5S^) _sample_ – (Ct^target^ – Ct^5S^)_reference_; Ct, threshold cycle.

The primers used were as follows:

FAT3 forward, 5′-TATAGGAACGTGCGCTGCACCTGTAATG-3′;

FAT3 reverse, 5′-TCATAGCCCACACATTGCATGTCCTCTG-3′;

5S rRNA forward, 5′-CGGCCATACCACCCTGAAC-3′;

5S rRNA reverse, 5′-GCGGTCTCCCATCCAAGTAC-3′;

### Morphologic assay

BV2 cells were plated at the density of 5.0 × 10^4^ cells/35 mm dish under DMEM/F12 and incubated for 24 h at 37°C with 5% CO_2_. The DMEM/F12 media were replaced with either DMEM or DMEM/F12 in the presence or absence of each stimulation, and cells were incubated for 24 h. The images were collected using BIOREVO BZ-9000 (Keyence) equipped with 20× S. Plan Fluor 0.45 NA objective lenses (Nikon) controlled by BZ-II software (Keyence). Cell shapes were quantified by FIJI ImageJ software and calculated Feret diameters as a parameter of morphology (https://imagej.nih.gov/ij/docs/menus/analyze.html). To analyze the morphology, we took the 5–10 images (2.0 × 10^5^ μm^2^/field). The elongated cells were defined by a Feret diameter score higher than or equal to 2. The number of samples in each experiment is given in Table 1.

**Table 1:** The number of cells counted for the morphology assay

Figure 1*B*											
Field number	1	2	3	4	5						
DMEM	132	107	120	102	111						
DMEM/F12	78	98	121	102	84	(cells)					
Figure 1*L*											
Field number	1	2	3	4	5	6	7	8	9	10	
DMEM+siControl	65	67	59	69	83	32	35	50	47	47	
DMEM/F12+siControl	71	53	73	60	73	96	66	65	92	72	
DMEM/F12+siFat3	63	57	53	76	56	60	89	81	49	102	(cells)
Figure 2*F*											
Field number	1	2	3	4	5						
DMEM	109	109	81	134	99						
DMEM/F12	155	136	127	131	129						
DMEM+HYP	91	131	75	68	78	(cells)					
Figure 3*C*											
Field number	1	2	3	4	5						
DMEM	72	103	102	87	118						
DMEM/F12	74	109	108	130	124						
DMEM+HYP	57	57	87	59	87						
DMEM+HYP+PPADS	113	85	78	71	107	(cells)					
Figure 3*H*											
Field number	1	2	3	4	5						
DMEM	79	92	110	117	108						
DMEM+DY	105	157	146	173	103	(cells)					
Figure 3*K*											
Field number	1	2	3	4	5						
DMEM	120	79	111	94	120						
DMEM+ALP	138	168	115	104	104	(cells)					
Figure 4*F*											
Field number	1	2	3	4	5						
DMEM (conditioned)	72	64	57	103	52						
DMEM/F12 (conditioned)	43	39	123	87	63						
DMEM+HYP (conditioned)	61	72	91	77	89						
DMEM (fresh)	101	109	79	88	85						
DMEM/F12 (fresh)	100	124	84	87	97						
DMEM+HYP (fresh)	88	110	88	78	50	(cells)					

### Immunoblot analysis

HEK293T cells were plated at 5.0 × 10^5^ cells on six-well plate and incubated at 37°C with 5% CO_2_ for 1 d. Cells were transfected using 1.0 μg/μl polyethyleneimine MAX (Polyscience) and collected with lysis buffer [20 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1 mM EDTA, 0.5% NP-40, and 1 mM DTT]. Cell lysates were centrifuged at 14,000 rpm for 5 min. The supernatant was run on SDS-PAGE for protein separation, followed by electrophoretic transfer to a polyvinylidene difluoride membrane (Pall). After 1 h blocking by 5% skim milk at room temperature, membranes were incubated with primary antibodies overnight at 4°C. The proteins on membrane were then detected with HRP-conjugated secondary antibodies and chemiluminescence reagents [ECL Prime Western Blotting Detection Reagents (GE Healthcare) or Chemi-Lumi One Super (Nacarai tesque)].

### Immunocytochemistry

BV2 cells were plated at 5.0 × 10^4^ cells and incubated on 15 mm coverslips in 12-well plates at 37°C with 5% CO_2_ in each condition. The cells were fixed with 4% paraformaldehyde (Merck KGaA) in PBS for 10 min at room temperature. The coverslips were washed in PBS and blocked with 5% bovine serum albumin (BSA; Wako) in PBS with 0.4% Triton X-100 (MP Biomedicals), then incubated with the FAT3 antibody (1:250) for overnight at 4°C. After a PBS wash, samples were incubated with the secondary antibody; Alexa Fluor 488 anti-rabbit IgG (1:500; Thermo Fisher Scientific) for 30 min at room temperature in blocking solution. Cells were imaged with a confocal laser scanning fluorescence microscopy (LSM700; Carl Zeiss) and BIOREVO BZ-9000 (Keyence).

### Microarray analysis

BV2 cells were plated at 3.0 × 10^5^ cells on a 60 mm dish in the DMEM/F12, and culture media were exchanged with either DMEM or DMEM/F12 on the next day. After 1 d of incubation, total RNAs were extracted using ISOGEN II (NIPPON GENE) according to the manufacturer’s instructions. The single-stranded cDNAs were generated from total RNA (100 ng) using Ambion WT Expression kit (Ambion Inc), sequentially fragmented and covalently linked to biotin using GeneChip WT Terminal Labeling and Hybridization kit (Affymetrix) according to the manufacturer’s instructions. These samples were incubated at 45°C at 60 rpm for 17 h to hybridize on Affymetrix GeneChip Mouse Gene 1.0 ST arrays. After hybridization, each probe array was washed and stained with Affymetrix GeneChip Fluidics Station 450, and scanned by Affymetrix GeneChip Scanner 3000. Data were analyzed with Affymetrix Expression Console software and Affymetrix Transcriptome Analysis Console. The GEO accession numbers for the array dataset are GSM4306479 and GSM4306480.

### Measurement of intracellular hypoxanthine concentration

BV2 cells were incubated at 1.0 × 10^6^ cells on a 100-mm dish in the DMEM together with 15 μM hypoxanthine for 12 h, sequentially treated with 10 μM DY or 10 μM ALP for 3 h. BV2 cells were incubated with ice-cold xanthine assay buffer (BioVison) for 10 min on ice and subjected to measurement of intracellular hypoxanthine concentration according to the manufacturer’s instructions of the xanthine/hypoxanthine colorimetric/fluorometric assay kit (BioVision).

### Live cell imaging analysis

BV2 cells were plated at 1.0 × 10^5^ cells in a 35 mm dish and incubated for 24 h. Cells were replaced with DMEM containing 1.0 ng/μl LPS in the presence or absence of 15 μM hypoxanthine and were then subjected to the imaging analysis. Live cell imaging was conducted on BIOREVO BZ-9000 (Keyence) equipped with 20× S. Plan Fluor 0.45 NA objective lenses (Nikon) controlled by BZ-II software (Keyence). BV2 cells were imaged at one frame per 15 min for 12 h. The images were analyzed using FIJI ImageJ software. Briefly, the Feret diameter in each cell was quantified using the function of Set Measurements in Fiji ImageJ. The elongated cells were defined by a Feret diameter score ≥3.

### Primary culture microglia

All animal experiments were conducted according to the guidelines for animal care and use. The monoclonal CD11b antibody is generated using the M1/70 hybridoma cell line (M1/70.15.11.5.2-f, Developmental Studies Hybridoma Bank, The University of Iowa) grown in Hybridoma-SFM (Thermo Fisher Scientific). The medium containing the CD11b antibody was collected by centrifugation when cells were grown until confluent. One day before dissection of the mouse, the sterile 100-mm Petri dishes were coated by 6 mg/ml goat-anti-mouse IgG secondary antibody (Jackson ImmunoResearch) in a solution of 50 mM Tris-HCl (pH 9.5) for 1 h at 37°C, followed by washing with PBS three times. The CD11b antibodies were added to the coated dishes and incubated overnight. ICR pups (P1–P3; SLC) were rapidly dissected to take out the brains. These brains were placed into ice-cold PBS and chopped with a scalpel blade and surgical scissors. The chopped brains were suspended in 5 ml of ice-cold PBS containing 40 units DNaseI (Wako) and were transferred to a Dounce homogenizer equipped with a loose pestle (DWK Life Sciences GmbH). They were homogenized 10 times and were then centrifuged at 500 × *g* for 15 min at 4°C. After discarding the supernatant, cell pellets were resuspended in 5 ml of PBS containing 2 mg/ml peptone from milk solids (Sigma), and passed through a 70-μm cell strainer (BD Biosciences). To conduct a positive selection, the cells were incubated on immunopanning dishes coated with the CD11b antibodies for 20 min at room temperature. Unattached cells and debris were removed by washing using PBS without Ca^2+^ and Mg^2+^ 10 times. The attached cells on the immunopanning dishes were treated with 0.25% trypsin/1 mM EDTA for 1 min at 37°C. After incubation, the trypsin was quenched by 4 ml of DMEM with 10% FBS. The cells were centrifuged at 500 × *g* for 15 min at 4°C and resuspended with 1 ml of DMEM with 10% FBS. For immunocytochemistry, the coverslips were coated with Bovine Collagen Coating Solution (CELL Applications) for 15 min at 37°C. After aspirating the collagen spots, the suspended cells were immediately plated at 3.5 × 10^3^ cells/spot and incubated for 10 min at 37°C. The attached cells were incubated under 500 μl of either DMEM, DMEM/F12, or DMEM with 15 μM hypoxanthine for 24 h at 37°C with 5% CO_2_. For RNA isolation, the 24-well plate was coated with Bovine Collagen Coating Solution for 1 h at 37°C. The cells were plated at 3 × 10^4^ cells and incubated in either 500 μl of DMEM, DMEM/F12, or DMEM treated with 15 μM hypoxanthine for 24 h at 37°C with 5% CO_2_.

### Statistical analysis

All experiments were performed in at least two independent experiments. All statistical data were analyzed by using GraphPad Prism (GraphPad Software) compared by Student’s *t* test and one-way ANOVA. The statistical analyses of qRT-PCR are shown in Table 2.

**Table 2:** Statistical analysis for the qPCR experiments

BV-2 qPCR (Fig. 1*F*)							
Unpaired *t* test	Mean difference	95.00% CI of difference	Significant?	Summary	*p* value		
DMEM vs DMEM/F12	–4.973 ± 0.4619	–6.256 to –3.691	Yes	***	0.0004		
BV-2 siRNA qPCR (Fig. 1*L*)							
Tukey's multiple comparisons test	Mean difference	95.00% CI of difference	Significant?	Summary	Adjusted *p* value		
DMEM vs DMEM/F12	3.192	–0.3346 to 6.718	No	ns	0.0719	A-B	
DMEM vs siFat3	–2.381	–5.907 to 1.146	No	ns	0.1763	A-C	
DMEM/F12 vs siFat3	–5.572	–9.099 to –2.046	Yes	**	0.0068	B-C	
BV-2 NEAAs metals others qPCR (Fig. 2*B*)							
Dunnett's multiple comparisons test	Mean difference	95.00% CI of difference	Significant?	Summary	Adjusted *p* value	A-?	
DMEM vs DMEM/F12	2.113	1.032 to 3.195	Yes	***	0.0007	B	DMEM/F12
DMEM vs NEAAs	0.5533	–0.5281 to 1.635	No	ns	0.4259	C	NEAAs
DMEM vs metals	0.4133	–0.6681 to 1.495	No	ns	0.6518	D	Metals
DMEM vs others	2.113	1.032 to 3.195	Yes	***	0.0007	E	Others
BV-2 others qPCR (Fig. 2*C*)							
Dunnett's multiple comparisons test	Mean difference	95.00% CI of difference	Significant?	Summary	Adjusted *p* value	C-?	
DMEM vs DMEM/F12	2.858	1.779 to 3.936	Yes	****	<0.0001	A	DMEM/F12
DMEM vs HYP	6.176	5.098 to 7.255	Yes	****	<0.0001	B	HYP
DMEM vs biotin	–0.5829	–1.661 to 0.4955	No	ns	0.4517	D	Biotin
DMEM vs linoleic	1.584	0.5057 to 2.663	Yes	**	0.0038	E	Linoleic
DMEM vs VB12	–0.9733	–2.052 to 0.1052	No	ns	0.0839	F	VB12
DMEM vs lipoic	–0.6831	–1.761 to 0.3954	No	ns	0.3094	G	Lipoic
Primary microglia qPCR (Figure 2*I*)							
Dunnett's multiple comparisons test	Mean difference	95.00% CI of difference	Significant?	Summary	Adjusted *p* value	A-?	
DMEM vs DMEM/F12	1.35	0.629 to 2.06	Yes	**	0.003	B	DMEM/F12
DMEM vs HYP	1.15	0.436 to 1.87	Yes	**	0.007	C	HYP

## Results

### FAT3 regulates BV2 morphology

To understand the mechanisms of how microglial morphology is controlled, we cultured microglial cell line BV2 with either a standard medium, DMEM, or a high-nutrient medium, DMEM/F12. When BV2 were cultured in DMEM, most cells exhibited round shapes. On the other hand, when cells were cultured in DMEM/F12, the number of elongated cells was increased (Fig. 1*A–C*), indicating that microglial morphology is influenced by the surrounding culture condition.

**Figure 1.**
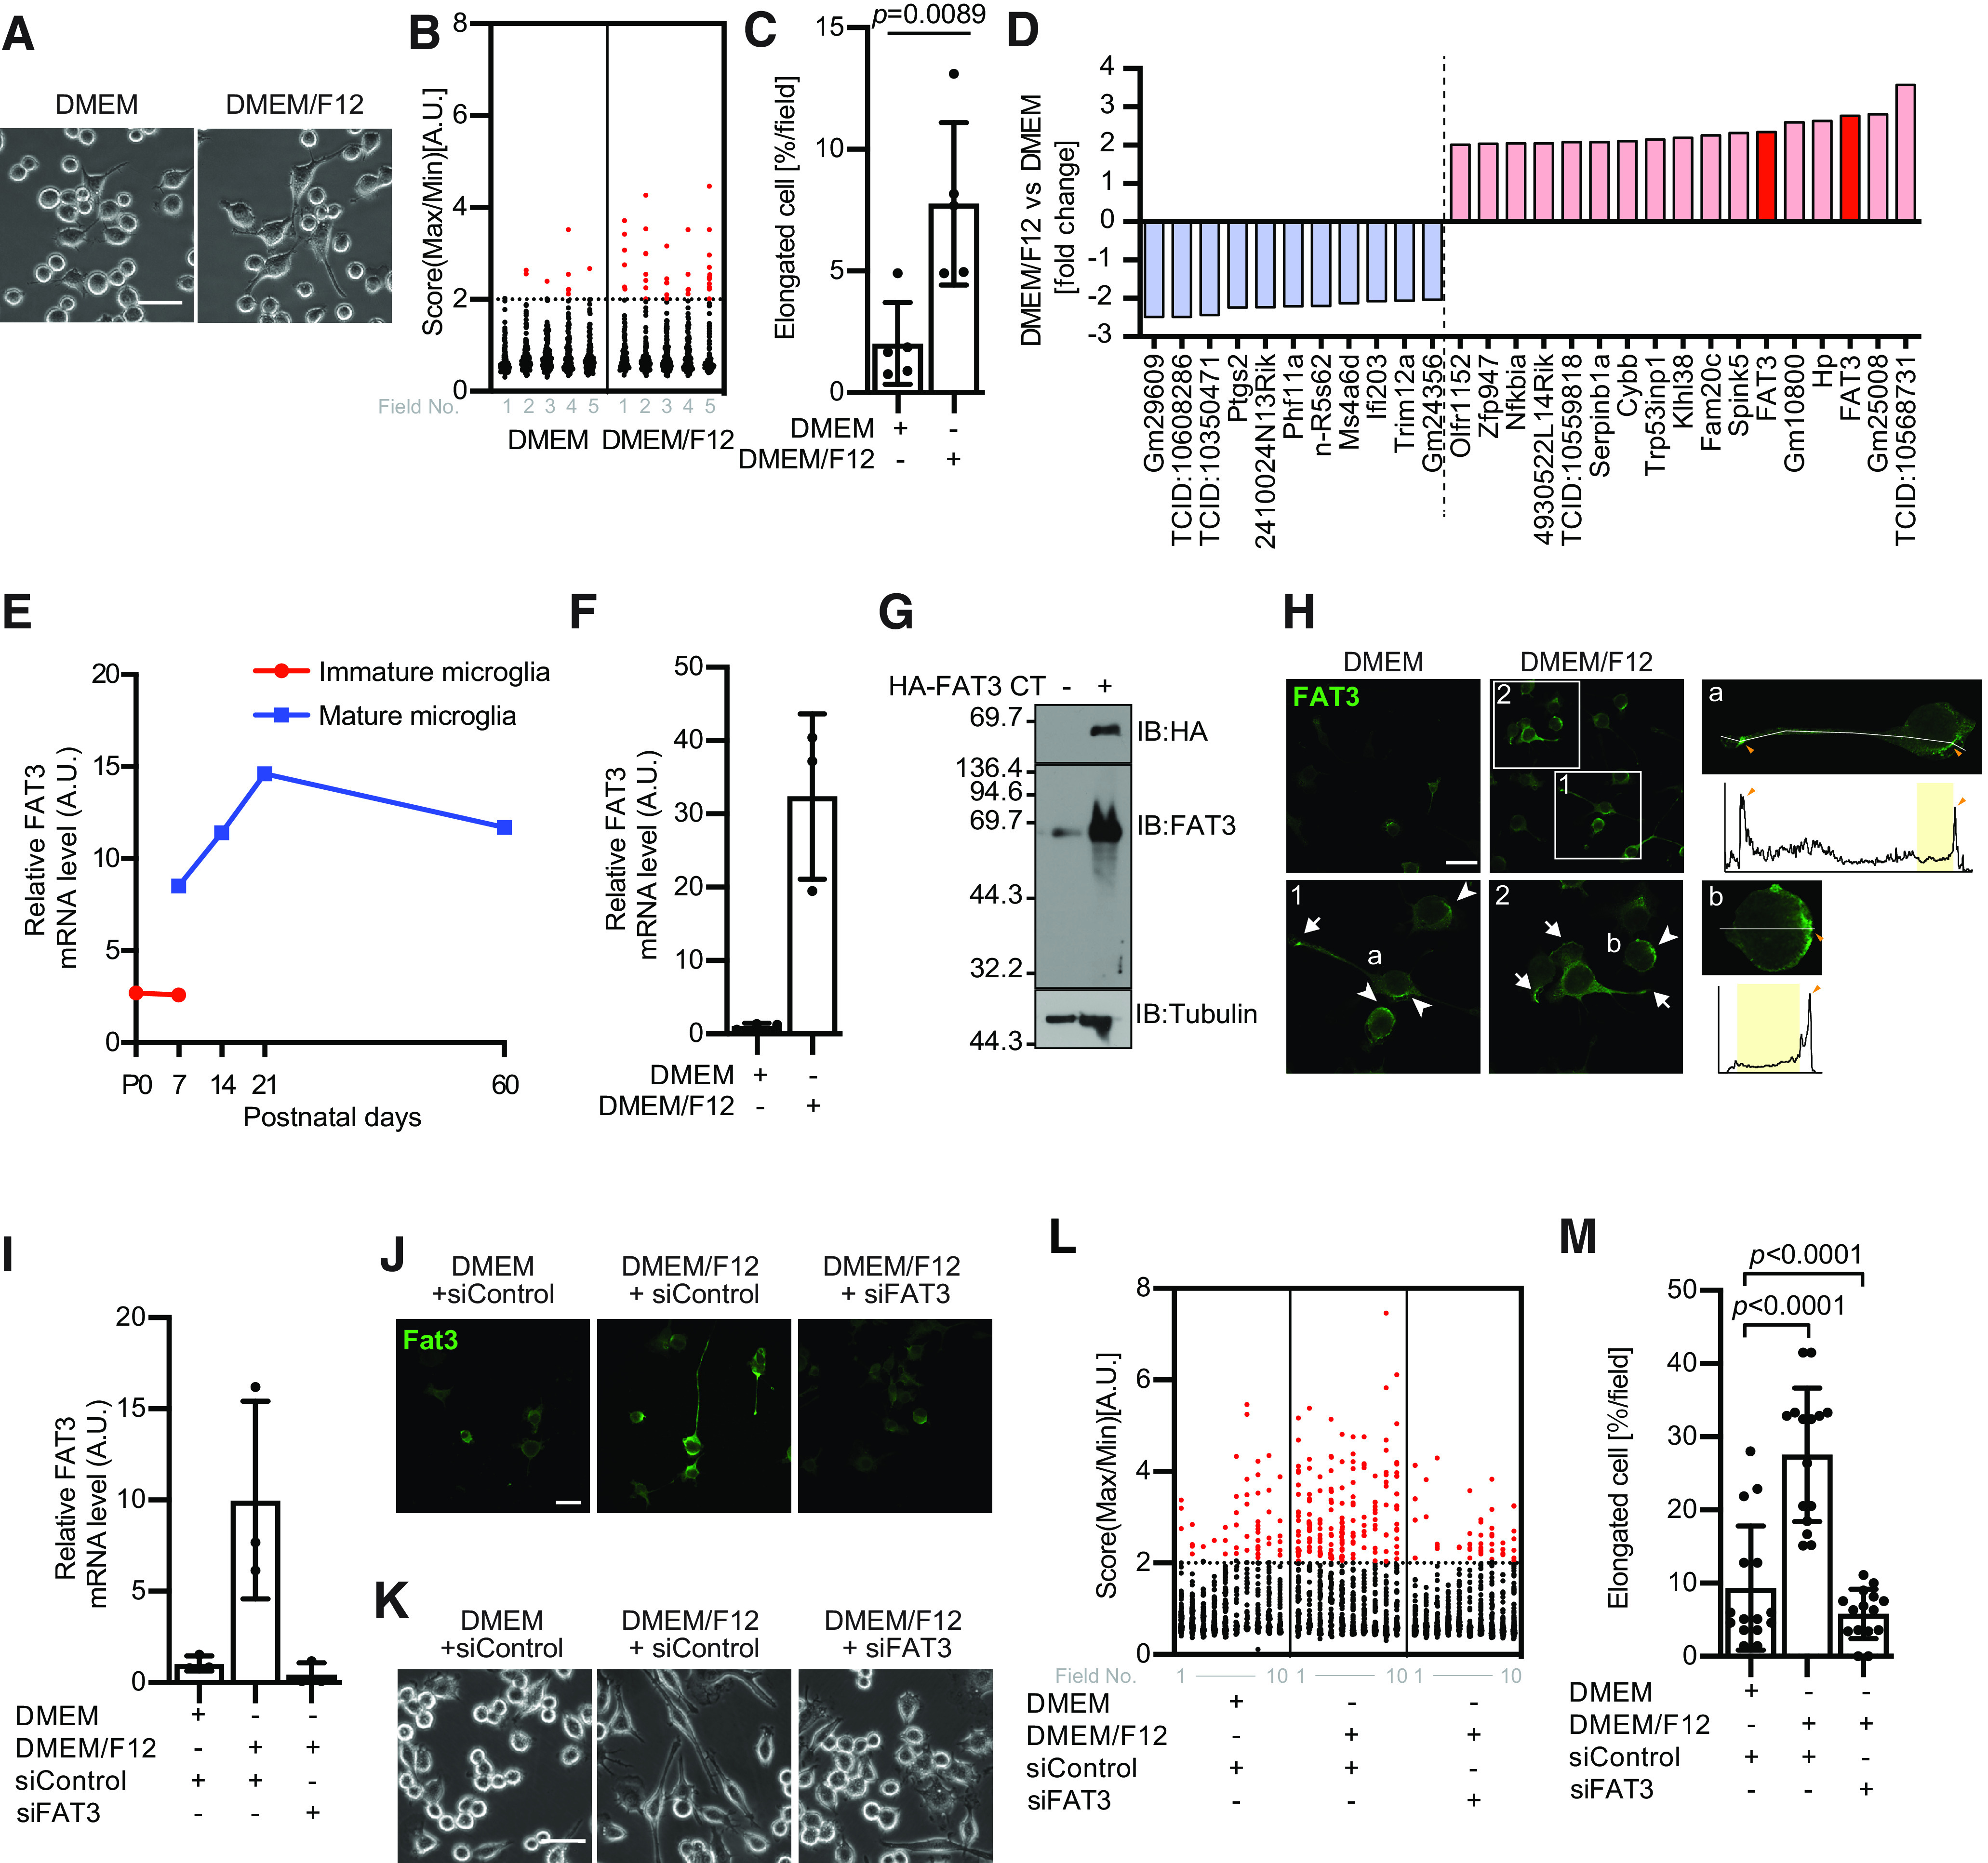
FAT3 regulates BV2 morphology. ***A***, BV2 cells were incubated with either DMEM as control medium or high-nutrient medium, DMEM/F12 for 24 h. Scale bar: 50 μm. ***B***, Quantification of data from ***A***. The score indicates a ratio of maximum to minimum Feret diameter; *n* > 78 cells; 5 fields. The elongated cell is defined as the score over 2. ***C***, The graph shows the relative percentage of the elongated cells in each field; *n* = 5 fields; mean ± SD; *p* value was calculated by Student’s *t* test. The data were reproduced in at least five independent experiments. ***D***, A subset of mRNAs identified in microarray experiments. The graph indicates the top 17 of most upregulated and 11 of most downregulated genes under DMEM/F12 culture condition. ***E***, The graph indicates *in silico* analysis of microglial FAT3 expression level from P0 to P60 in mice. The values were obtained from the Brain RNA-Seq database (http://www.brainrnaseq.org/). The red line indicates immature microglia (Tmem119^–^ cells), and the blue line indicates mature microglia (Tmem119^+^ cells). ***F***, BV2 cells were incubated with either DMEM/F12 or DMEM for 24 h. FAT3 mRNAs were measured by quantitative RT-PCR analysis and normalized to 5S ribosomal RNA; *n* = 3; mean ± SD. The data were reproduced in at least four independent experiments. ***G***, HEK293T cells were transfected with HA-FAT3 CT (4313-4589) and subjected to immunoblot analysis with anti-FAT3, anti-HA, and anti-tubulin antibodies. ***H***, left, BV2 cells were incubated with either DMEM/F12 or DMEM for 24 h. Immunostaining showing the localization of FAT3 cultured in either DMEM or DMEM/F12. Arrow, FAT3 expression in the distal processes and the edge of lamellipodia. Arrowhead, FAT3 in the proximal region. Scale bar: 50 μm. Right, The line profiles of FAT3 staining. The yellow areas indicate the nuclei regions. The orange arrowheads indicate accumulated FAT3 regions. ***I***, BV2 cells were incubated for 24 h after transfection of FAT3 siRNA. FAT3 mRNAs were measured by quantitative RT-PCR analysis and normalized to 5S ribosomal RNA; *n* = 3; mean ± SD. The data were reproduced in at least three independent experiments. ***J***, Immunostaining showing the FAT3 localization in the presence or absence of FAT3 siRNA for 24 h. Scale bar: 50 μm. ***K***, BV2 cells were incubated in the presence or absence of FAT3 siRNA for 24 h. Scale bar: 50 μm. ***L***, Quantification of data from ***K***. The score indicates a ratio of maximum to minimum Feret diameter; *n* > 32 cells; 10 fields. The elongated cell is defined as the score over 2. ***M***, The graph shows the relative percentage of the elongated cells in each field; *n* = 10 fields; mean ± SD; *p* value was calculated by one-way ANOVA. The data were reproduced in at least three independent experiments.

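BV2 is an immortalized cell line derived from mouse microglia, the resident macrophages of the brain. According to the paper's methods, BV2 cells (300000 cells per 60 mm dish) were plated in DMEM/F12, with 10% FBS in each medium. On the next day the medium was replaced by DMEM or by DMEM/F12 for 1 d. The DMEM array therefore comes from cells moved out of DMEM/F12. The submitters' labels give an incubation longer than 1 d and name 5.5 μg of labelled DNA, where the methods give 100 ng of total RNA as input. Whether the labels count the day of plating is not given. The RNA of 1 culture per medium was hybridized to 1 Affymetrix GeneChip Mouse Gene 1.0 ST array (17 h at 45 °C and 60 rpm), so the series holds 1 array of DMEM and 1 array of DMEM/F12. Each array gives 1 value for each of 28944 transcript clusters, which are groups of probes that together measure a gene or a part of one. The annotation used here does not name control probe sets, so some may be among the 28944. The authors processed the arrays with Affymetrix Expression Console and Transcriptome Analysis Console and deposited log2 values with 2 decimals. How the probes were summarized and normalized is not given in the sources used here. The deposited values were used without further scaling, and each difference is the log2 value in DMEM/F12 minus that in DMEM. The median log2 value was 4.75 in DMEM and 4.77 in DMEM/F12. The annotation paired 21789 clusters with exactly 1 gene symbol, 1621 with several and 5534 with none, and only clusters with 1 symbol were named as genes. A gene with several clusters takes the mean of their log2 values. Background was set on each array at the 95th percentile of 1247 clusters for olfactory, vomeronasal and taste receptor genes, at a log2 value of 4.14 in DMEM and 4.16 in DMEM/F12. Of all clusters, 62.1% were above it on at least 1 array. With 1 array per medium there are no replicates, so no p-value was calculated, and every difference compares these 2 arrays, not the media in general.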

Next, to investigate the specific genes regulating BV2 morphology under DMEM/F12 conditions, we conducted a microarray analysis. The global gene expression patterns were different for each condition. 

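Some gene lists of stress and inflammation differed between the arrays, in both directions, while most single transcripts lay close. Known targets of p53, a transcription factor of the DNA damage and nutrient stress response, had a median log2 difference of 0.28, with 22 of 26 measured genes higher in DMEM/F12. Targets of NRF2, the main regulator of antioxidant genes, had a median of 0.24 with 15 of 17 higher, and targets of NF-κB, a transcription factor of inflammation, had a median of 0.18 with 28 of 39 higher. The opposite was seen for genes of the unfolded protein response, which serve protein folding in the endoplasmic reticulum, with a median of -0.26 and 14 of 20 genes lower, and for heat shock proteins, with a median of -0.19 and 9 of 13 lower.
Among the p53 targets, Trp53inp1 was higher by 1.10 on the log2 scale, Bbc3, which encodes the proapoptotic protein PUMA, by 0.74 and Mdm2, the ubiquitin ligase of p53, by 0.37, while Rrm2b differed by -0.29. Among the NRF2 targets, the cystine transporter gene Slc7a11 was higher by 0.81, catalase (Cat) by 0.74 and sulfiredoxin (Srxn1) by 0.59. Among the NF-κB targets, Nfkbia was higher by 1.03 and Il1rn, the interleukin-1 receptor antagonist, by 0.69, but Ptgs2 and the chemokine gene Ccl2 differed the other way, the latter by -0.58. The endoplasmic reticulum chaperone genes Dnajb11 and Pdia4 differed by -0.73 and -0.51, while Hspa5, which encodes BiP, differed by 0.03. In the heat shock list Hspe1, the mitochondrial co-chaperonin, differed by -0.37 and Hspa4l by -0.28, while Hspd1, 1 of the 2 higher genes, differed by 0.21. Immediate early genes had a median of 0.12 with 19 of 28 higher, among them Myc at 0.70 and Spry4 at 0.54, both below background in DMEM (0.53 and 0.15 with that value raised to background), whereas Jun differed by -0.21. Genes of the cell cycle (median -0.05, 40 genes), glycolysis and hypoxia (-0.04, 29 genes) and cholesterol synthesis and uptake (-0.04, 20 genes) lay inside the range of random lists.
Each median was set beside those of 10000 random gene lists of the same size and similar signal. The p53, NRF2 and NF-κB lists lay above all 10000 random lists and the unfolded protein response below all of them, while heat shock proteins lay at the 0.34th percentile and immediate early genes at the 99.4th. Of the 32 lists, 7 lay outside the central 95% of random lists, where 1.6 would by chance; the p53 list shares 2 of its genes, the NRF2 list 3 and the NF-κB list 1 with other lists. Mdm2, Rrm2b, Srxn1, Il1rn, Ccl2, Hspa5 and Hspd1 were picked after their values were seen. Over all transcript clusters, 97.9% differed by less than 1.5-fold, and the log2 differences had a median of 0.00 and an SD of 0.23. Pearson's r between the arrays was 0.995 and Spearman's rho 0.994 across clusters, which are not independent replicates.

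**Figure D1:**
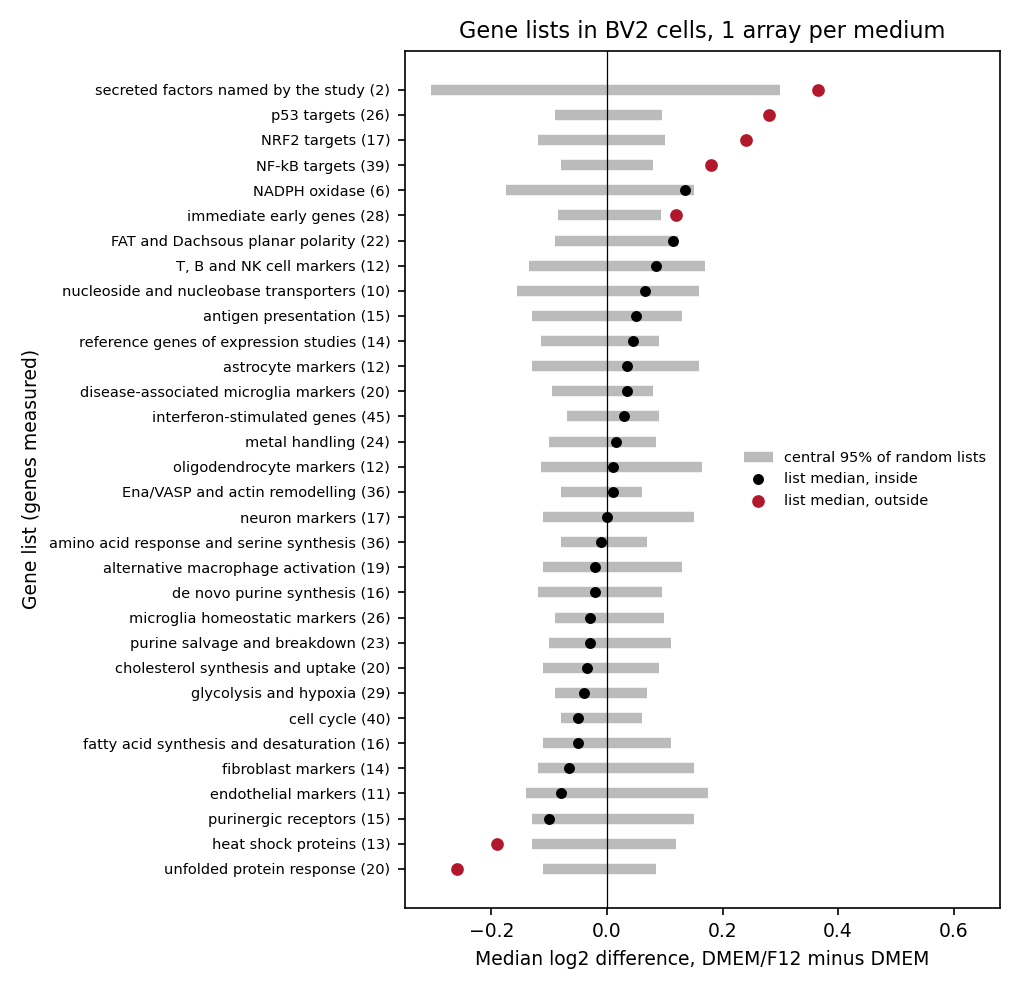
Median log2 difference (DMEM/F12 minus DMEM, x axis) of each of the 32 gene lists (y axis, with the number of genes measured in parentheses). Dots are the list medians, red where they lie outside the gray bar, which spans the central 95% of 10000 random lists of the same size and similar signal; p53 targets lie at 0.28 and the unfolded protein response at -0.26.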

Some genes were significantly upregulated under DMEM/F12 (Fig. 1*D*; Extended Data Table 1-1). 

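At least 2-fold higher values in DMEM/F12 were found for 20 transcript clusters. Hp, which encodes the hemoglobin-binding acute-phase protein haptoglobin, had a log2 value of 5.61 in DMEM and 7.01 in DMEM/F12 (2.64-fold). Cybb, the catalytic subunit of the phagocyte NADPH oxidase, was 2.11-fold higher (9.58 and 10.66). Spink5, a serine protease inhibitor, was 2.31-fold higher (6.81 and 8.02), and Serpinb1a, an inhibitor of neutrophil proteases, 2.08-fold higher (4.16 and 5.22). At least 2-fold lower values were found for 11 clusters, of which the brightest was Ptgs2, the gene of the prostaglandin synthase COX-2, with 7.31 in DMEM and 6.14 in DMEM/F12 (2.25-fold lower).
Trp53inp1 was 2.14-fold higher (5.89 and 6.99), Klhl38 2.19-fold higher (5.07 and 6.20), and Nfkbia, which encodes the NF-κB inhibitor IκBα, 2.04-fold higher (6.64 and 7.67). Just below 2-fold were Rnase6, an antimicrobial ribonuclease, with a log2 difference of 0.96 from a DMEM value below background (0.09 with that value raised to background), and Txnip, the thioredoxin-interacting protein, with 0.93. The single-gene clusters in the lower group were Ptgs2 and Phf11a, Ms4a6d, Ifi203 and Trim12a, which are 4 members of the list of interferon-stimulated genes and had log2 differences of -1.14, -1.09, -1.05 and -1.04. Fig. 1D draws these 4 genes and had been seen when the list was set. Their DMEM/F12 values lie below background, and with values raised to background the differences are -0.54, -0.55, -0.09 and 0.02. This list as a whole was not lower: of its 45 measured genes 24 were higher and 18 lower, with a median of 0.03 at the 78.6th percentile of random lists, and Oas1a, picked after its value was seen, was higher by 0.78. The next lowest genes were Klk1b11 (-0.94), Ifna2 (also -0.94, but -0.04 with its DMEM/F12 value raised to background), Pilrb1 (-0.87), Raet1d (-0.86), and Otud6b and Slc35b1 (both -0.84). Of the NADPH oxidase genes other than Cybb, Ncf1 was higher by 0.23, and the list of 6 genes with Cybb had a median of 0.14 at the 96.4th percentile, or 0.10 at the 89.3rd over the 5 genes without Cybb.
Of the 28 bars of Fig. 1D, 15 were matched to a cluster by gene symbol and 4 by the cluster number drawn, and all 19 had the direction drawn. The 2 FAT3 bars were paired with the 2 highest of the Fat3 clusters, which fixes their direction. The remaining 7 names are not paired with a single-gene cluster in the annotation used here. Only 12 of the 20 higher and 5 of the 11 lower clusters were above background on at least 1 array, and Olfr1152, Zfp947 and Trim12a were not. With values below background raised to it, 12 higher clusters and 1 lower cluster were at 2-fold or more. From this comparison the paper describes some genes as significantly upregulated under DMEM/F12. With 1 array per medium, significance was not calculated here.

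**Figure D2:**
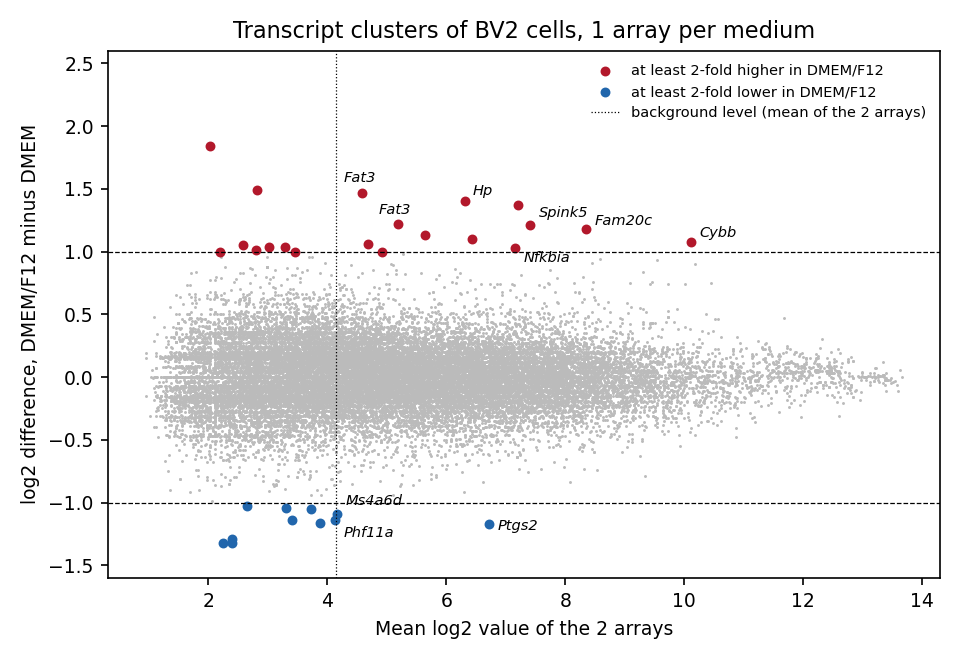
Log2 difference (DMEM/F12 minus DMEM, y axis) of each of the 28944 transcript clusters against the mean log2 value of the 2 arrays (x axis). Each dot is 1 cluster, with the 20 clusters at least 2-fold higher in red and the 11 at least 2-fold lower in blue; dashed lines mark 2-fold, the dotted line marks background, and the names of some of the brighter genes are in italics.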

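Fat3, which encodes a large atypical cadherin, is covered by 15 transcript clusters, and 14 of them had a higher value in DMEM/F12 than in DMEM. Cluster 10591118 had a log2 value of 4.57 in DMEM and 5.79 in DMEM/F12 (2.33-fold) and cluster 10591127 had 4.42 and 5.42 (2.00-fold). Cluster 10591123 had 3.85 and 5.32 (2.77-fold), but its DMEM value lies below background, and with that value raised to background it is 2.27-fold higher, below cluster 10591118. Over all 15 clusters the mean log2 difference was 0.58, or 1.49-fold, with an SD between clusters of 0.55. The signal was low in both media, with a mean log2 value of 4.03 in DMEM and 4.60 in DMEM/F12.
The 11 Fat3 clusters above background on at least 1 array were all higher in DMEM/F12, by 0.13 to 1.47. Of the 4 clusters below background on both arrays, 3 were higher, and cluster 10591092 had the one lower value, with 3.55 in DMEM and 2.73 in DMEM/F12 (a difference of -0.82). Each cluster was ranked among the 1000 other clusters nearest to it in mean log2 value. None of those had a larger difference than the 3 Fat3 clusters at 2-fold or more, and 8 of the 15 Fat3 clusters lay in the upper 2.5%. Of these 8, clusters 10591112 and 10591135 were not above background on either array. Cluster 10591092, also not above background, lay in the lower 2.5%, at the 0.65th percentile. Among the 78 genes with at least 5 clusters, Fat3 had the highest mean difference (next Rpl13 with 0.27) and also the largest SD between clusters. The study had picked Fat3 from these same arrays, so its high ranks are not independent of that choice. Clusters of one gene on these arrays share 1 RNA sample per medium, so their number is not a number of replicates.

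**Figure D3:**
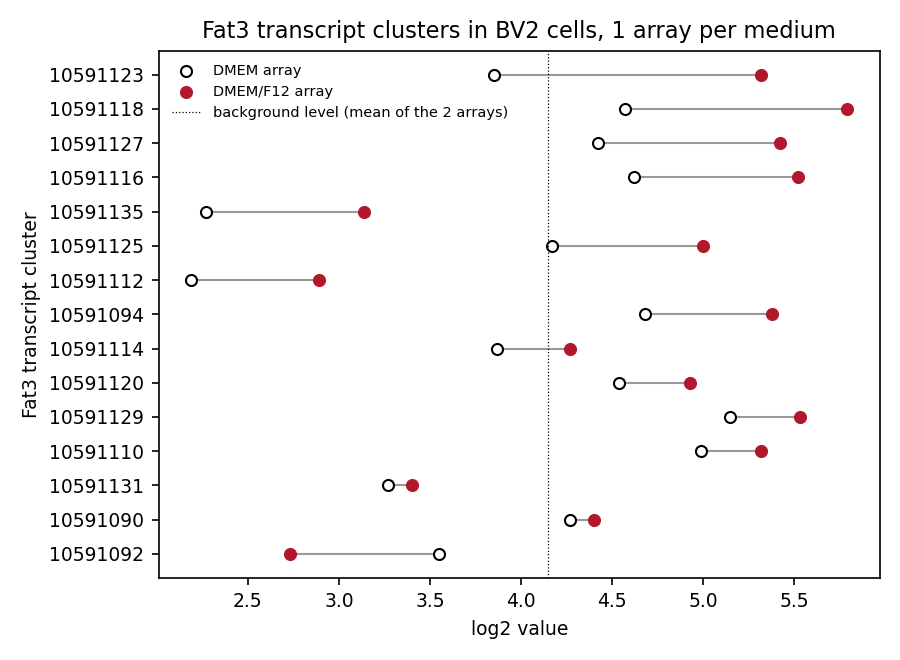
Log2 value (x axis) of each of the 15 Fat3 transcript clusters (y axis, ordered by difference) on the DMEM array (open circles) and the DMEM/F12 array (red circles), with a gray line joining the 2 values of a cluster and a dotted line at background. The red circle lies to the right of the open circle in 14 of the 15 clusters.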

Although we found several interesting targets at least in this screening, one of the most interesting candidates is *Fat3* gene. Because FAT3 has been reported to regulate neuronal morphology in retinal amacrine cells (Deans et al., 2011; Krol et al., 2016), we presumed that FAT3 also controls the microglial morphology. To confirm this idea, we surveyed the expression level of FAT3 in microglia using the Brain RNA-seq database (http://www.brainrnaseq.org/). Interestingly, FAT3 expression is augmented in correlation with the timing of microglial transition around P14 (Fig. 1*E*), suggesting that FAT3 is a potential candidate, which controls microglial morphogenesis. Then, we confirmed whether FAT3 expression in BV2 cells is affected by culture condition. FAT3 expression was upregulated when BV2 cells were cultured in DMEM/F12 (Fig. 1*F*). Particularly, it seems likely that DMEM/F12 facilitates FAT3 clustering in a distal process and a leading edge of lamellipodia. Also, FAT3 showed polarized localization in the cell body (Fig. 1*G*,*H*), demonstrating that DMEM/F12 regulates FAT3 expression locally. We next investigated whether FAT3 is necessary for regulating their morphology. To do this, we first checked the efficiency of FAT3 siRNA. Treatment with siRNA significantly reduced DMEM/F12-induced expression levels of mRNA and changed immunostaining patterns in BV2 cells (Fig. 1*I*,*J*). Using this siRNA, we examined the necessity of FAT3 for regulating BV2 morphology. We found that FAT3 siRNA significantly suppressed the morphologic changes even in DMEM/F12 culture conditions (Fig. 1*K–M*), suggesting that FAT3 regulates BV2 morphology depending on the culture condition.

10.1523/ENEURO.0056-20.2020.t1-1 Table 1-1. Relative gene expression in BV2 cells (DMEM/F12 vs DMEM). Download Table 1-1, XLSX file.

### Hypoxanthine promotes FAT3 expression in microglia

We next investigated which factors in DMEM/F12 are implicated in FAT3 expression in BV2 cells. To examine this, we divided the specific components of DMEM/F12, which are not included in DMEM, into three groups (i.e., non-essential amino acids, metallic ions, the others; Fig. 2*A*), treated BV2 with them, and quantified the amount of FAT3 mRNA expression. When BV2 were cultured with DMEM/F12, FAT3 expression was clearly enhanced. However, DMEM containing either “non-essential amino acids” or “metallic ions” has little effect on the expression of FAT3. On the other hand, treatment of BV2 cells with “the others” enhanced FAT3 expression (Fig. 2*B*), indicating that the specific factor contained in “the others” is required for the FAT3 expression. Next, we surveyed which factors in “the others” regulate BV2 morphology. To answer this question, we additionally divided “the others” into five factors (i.e., hypoxanthine, biotin, vitamin B12, linoleic acid, and lipoic acid) and treated the cells with these compounds individually. Accordingly, treatment with hypoxanthine clearly induced FAT3 expression; however, other factors such as biotin, vitamin B12, linoleic acid, and lipoic acid did not have significant influences on the induction of FAT3 expression (Fig. 2*C*). Moreover, hypoxanthine stimulation enhances the expression of FAT3 as well as DMEM/F12 culture conditions (Fig. 2*D*). Subsequently, to examine whether hypoxanthine is sufficient for the morphologic changes of BV2, we quantified the elongated shape of BV2 cells in the presence or absence of hypoxanthine. BV2 morphology exhibited an elongated shape in the DMEM containing hypoxanthine (Fig. 2*E–G*). To further confirm whether hypoxanthine enhances FAT3 expression in microglia, we purified the primary microglia from neonatal mice brains. Treatment with hypoxanthine increased FAT3 expression in primary microglia, as well as BV2 cells (Fig. 2*H*,*I*). These data suggest that hypoxanthine is a key mediator that induces FAT3 expression in microglia.

**Figure 2.**
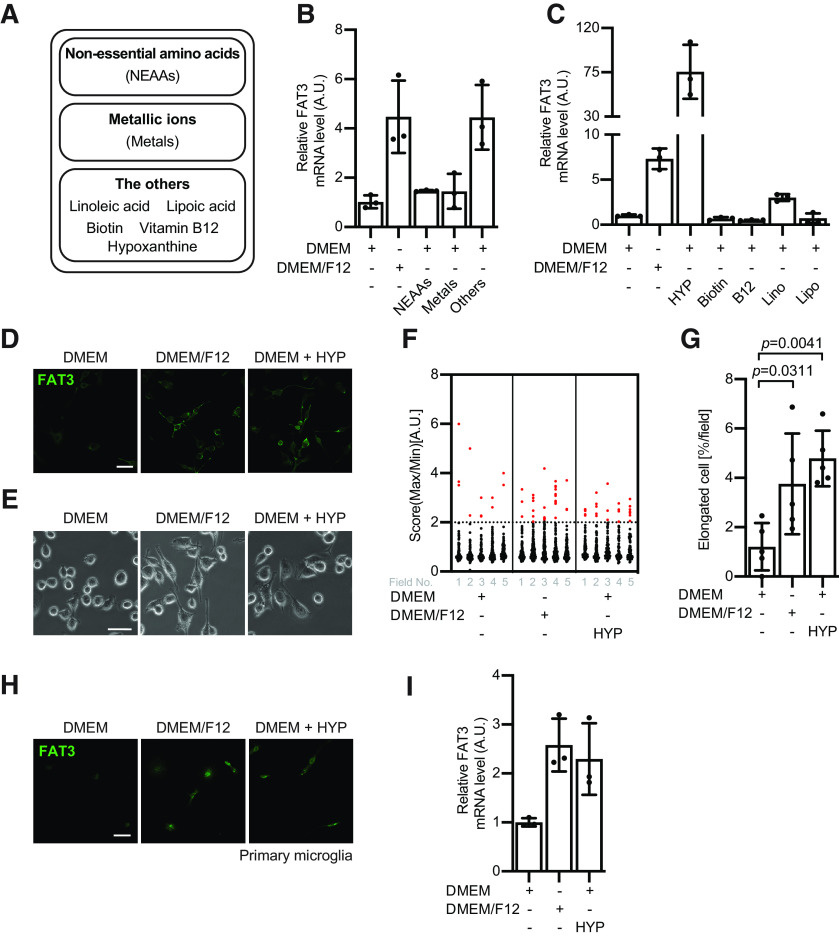
Hypoxanthine promotes FAT3 expression in microglia. ***A***, The chart summarizes the additional components of DMEM/F12 against DMEM. They are categorized into three large groups, non-essential amino acids (NEAAs), metallic ions (metals), and the others. ***B***, BV2 cells were incubated with the indicated components for 24 h. FAT3 mRNAs were measured by quantitative RT-PCR analysis and normalized to 5S ribosomal RNA; *n* = 3; mean ± SD. The data were reproduced in at least three independent experiments. ***C***, BV2 cells were incubated with 15 μM hypoxanthine (HYP), 0.5 μM vitamin B12 (B12), 15 nM biotin, 0.15 μM linoleic acid (Lino), or 0.5 μM lipoic acid (Lipo) for 24 h. The FAT3 mRNAs were measured by quantitative RT-PCR analysis and were normalized to 5S ribosomal RNA; *n* = 3; mean ± SD. The data were reproduced in at least four independent experiments. ***D***, BV2 cells were incubated with either DMEM, DMEM/F12, or DMEM with 15 μM hypoxanthine for 24 h. Immunostaining showing the FAT3 localization in the presence or absence of 15 μM hypoxanthine. Scale bar: 50 μm. ***E***, Phase contrast images showing BV2 morphology. Scale bar: 50 μm. ***F***, Quantification of data from ***E***. The score indicates a ratio of maximum to minimum Feret diameter; *n* > 68 cells; 5 fields. The elongated cell is defined as the score over 2. ***G***, The graph shows the relative percentage of the elongated cells in each field; *n* = 5 fields; mean ± SD; *p* value was calculated by one-way ANOVA. The data were reproduced in at least four independent experiments. ***H***, The primary microglia were incubated with either DMEM, DMEM/F12, or DMEM with 15 μM hypoxanthine for 24 h. Immunostaining showing the FAT3 expression in the presence or absence of 15 μM hypoxanthine. Scale bar: 50 μm. ***I***, The primary microglia were incubated with either DMEM, DMEM/F12, or DMEM with 15 μM hypoxanthine for 24 h. FAT3 mRNAs were measured by quantitative RT-PCR analysis and normalized to 5S ribosomal RNA; *n* = 3; mean ± SD. The data were reproduced in two independent experiments.

### Intracellular hypoxanthine is crucial for BV2 morphologic changes

It has been known that P2X purinergic receptors play an important role in microglial functions. Then, we investigated whether the P2X purinergic receptor is a target of extracellular hypoxanthine using P2X purinergic receptor antagonist, PPADS (Fig. 3*A*). Consequently, PPADS did not significantly block hypoxanthine-induced morphologic changes of BV2 (Fig. 3*B–D*), implying that the P2X purinergic receptors have little effect on BV2 morphologic changes depending on extracellular hypoxanthine. Because incubation with either DMEM/F12 or hypoxanthine slightly increased a concentration of intracellular hypoxanthine (Fig. 3*E*), we investigated whether intracellular hypoxanthine regulates microglial morphology. It has been reported that treatment with an equilibrative nucleoside transporter (ENT) inhibitor, dipyridamole (DY), is capable of increasing intracellular hypoxanthine via blocking export hypoxanthine (Robillard et al., 2008; Fig. 3*A*). We confirmed whether DY increases a concentration of intracellular hypoxanthine in BV2 cells. We find that DY application slightly but significantly increased the hypoxanthine in BV2 cells (Fig. 3*F*). Using this condition, we quantified the BV2 morphology. The elongated BV2 cells were increased after the treatment with DY (Fig. 3*G–I*), implying that the intracellular concentration of hypoxanthine has an influence on BV2 morphology. To further confirm this, we used another inhibitor, allopurinol (ALP), which is a xanthine oxidase inhibitor (Fig. 3*A*). Since the xanthine oxidase is known to catalyze hypoxanthine to xanthine, inhibiting this enzyme also accumulates hypoxanthine in cells (Fig. 3*J*). As we expected, treatment with ALP increased the elongated shape of BV2 cells (Fig. 3*K–M*). Taken together, these data suggest that upregulations of intracellular hypoxanthine promote morphologic changes of BV2 cells.

**Figure 3.**
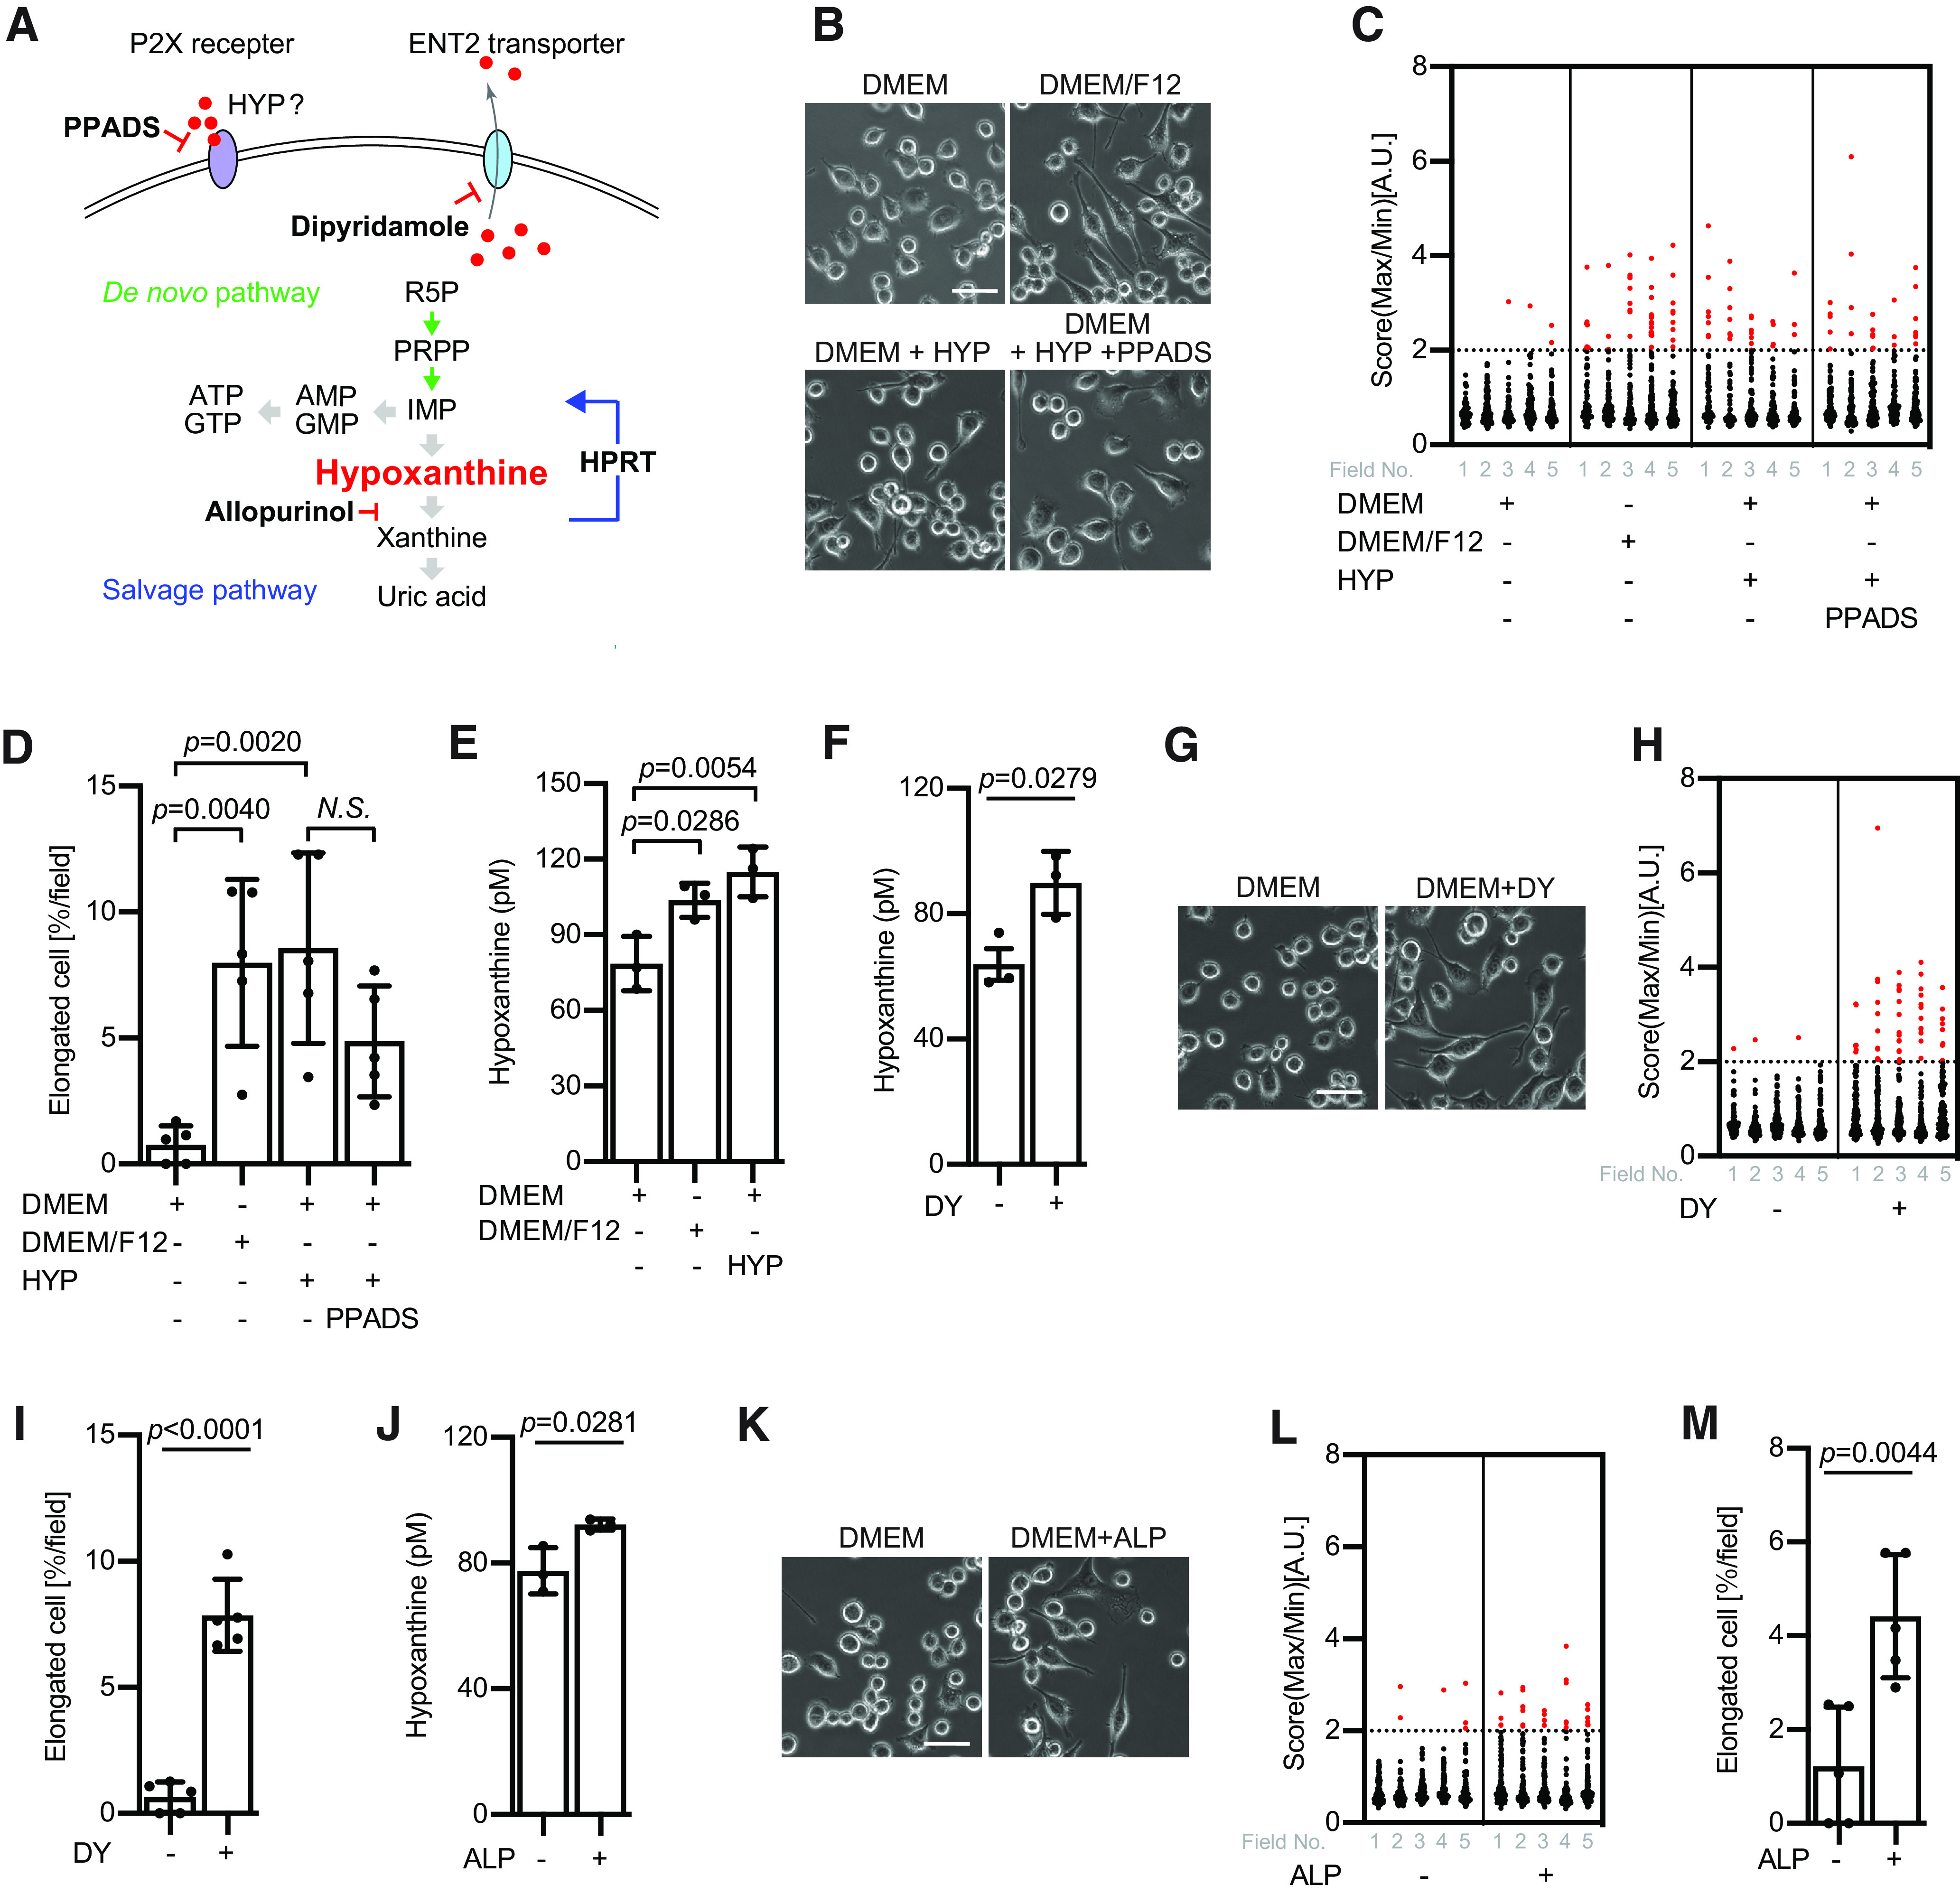
Intracellular hypoxanthine is crucial for BV2 morphologic changes. ***A***, Schematic overview of purinergic metabolisms. R5P; ribose 5-phosphate; PRPP, phosphoribosyl pyrophosphate. ***B***, BV2 cells were incubated in the presence or absence of 15 μM hypoxanthine (HYP) and 10 μM PPADS for 24 h. Scale bar: 50 μm. The data were reproduced in at least three independent experiments. ***C***, Quantification of data from ***B***. The score indicates a ratio of maximum to minimum Feret diameter; *n* > 57 cells; 5 fields. The elongated cell is defined as the score over 2. ***D***, The graph indicates the relative percentage of elongated BV2 cells in ***C***; *n* = 5 fields; mean ± SD; *p* value was calculated by one-way ANOVA. N.S., not significant. The data were reproduced in at least two independent experiments. ***E***, The graph indicates the intracellular hypoxanthine concentration cultured in DMEM, DMEM/F12, or DMEM with 15 μM hypoxanthine for 3 h; *n* = 3; mean ± SD; *p* value was calculated by one-way ANOVA. The data were reproduced in at least two independent experiments**. *F***, The graph indicates the intracellular hypoxanthine concentration in BV2 cells cultured in DMEM in the presence or absence of 10 μM DY for 3 h. Mean ± SD; *p* value was calculated by Student’s *t* test. ***G***, BV2 cells were incubated in the presence or absence of 10 μM DY cultured in DMEM for 24 h. Scale bar: 50 μm. ***H***, Quantification of data from ***G***. The score indicates a ratio of maximum to minimum Feret diameter; *n* > 79 cells; 5 fields. The threshold of the elongated cells was defined by setting over 2. ***I***, The graph indicates the relative percentage of elongated BV2 cells with or without DY in ***H***; *n* = 5 fields; mean ± SD; *p* value was calculated by Student’s *t* test. The data were reproduced in at least three independent experiments. ***J***, The graph indicates the intracellular hypoxanthine concentration in the presence or absence of 10 μM ALP cultured in DMEM for 3 h; *n* = 5; mean ± SD; *p* value was calculated by Student’s *t* test. The data were reproduced in at least two independent experiments. ***K***, BV2 cells were incubated in the presence or absence of 10 μM ALP cultured in DMEM for 24 h. Scale bar: 50 μm. ***L***, Quantification of data from ***K***. The score indicates a ratio of maximum to minimum Feret diameter; *n* > 79 cells; 5 fields. The elongated cell is defined as the score over 2. ***M***, The graph indicates the relative percentage of elongated BV2 cells in ***L***; *n* = 5 fields; mean ± SD; *p* value was calculated by Student’s *t* test. The data were reproduced in at least three independent experiments.

### Hypoxanthine-FAT3 pathway controls the BV2 morphologic dynamics in concert with a humoral factor

Microglial morphology is highly dynamic even in the resting state (Nimmerjahn et al., 2005). Since FAT3 is expressed at the timing of microglial transition (Bennett et al., 2016), we expected that our findings provide potential clues that underlie their morphologic changes. Then, we investigated the mechanisms by which BV2 shapes were changed over time using live-cell imaging analyses (Fig. 4*A–C*; Movies 1, 2). The morphologic changes of BV2 were highly dynamic, and BV2 constantly shuttle between round and elongated shapes. Interestingly, treatment with hypoxanthine slightly but significantly prolonged the retention time of elongation forms, suggesting that FAT3 sustains elongated shapes and inhibits their retraction.

**Figure 4.**
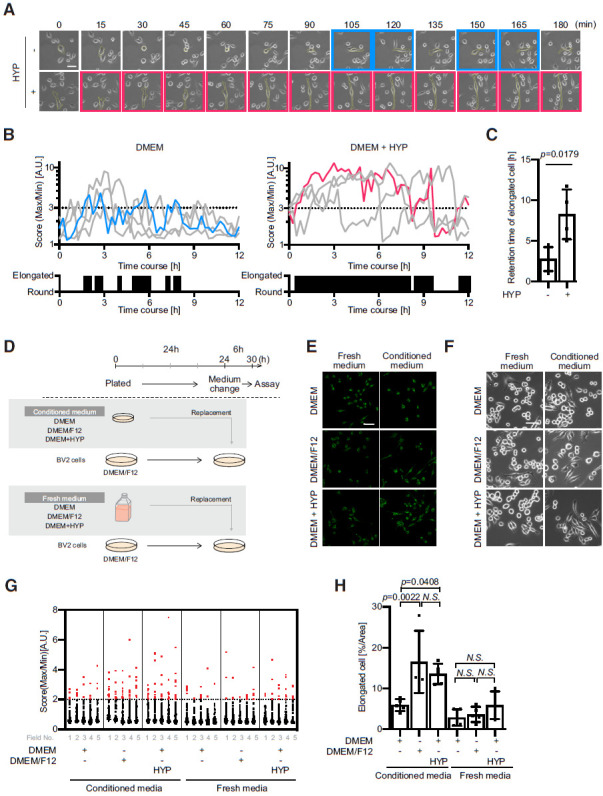
Hypoxanthine-FAT3 pathway controls the BV2 morphologic dynamics in concert with a humoral factor. ***A***, BV2 cells were imaged at one frame per 15 min over for 12 h with 1.0 μg/μl LPS in the presence or absence of 15 μM hypoxanthine (HYP). Representative images are shown. The blue and red lines indicate the elongated states. Scale bar: 20 μm. ***B***, The graph indicates the ratio of maximum to minimum Feret diameter. ***C***, The graph is summarized by data in ***B***; *n* = 4; mean ± SD; *p* values were calculated by Student’s *t* test. The data were reproduced in at least three independent experiments. ***D***, Scheme of experiment. BV2 cells were incubated with DMEM/F12 medium for 24 h and were then replaced with either conditioned or fresh media for 24 h. For the conditioned media, other BV2 cells were incubated for 24 h using indicated media. ***E***, BV2 cells were incubated for 6 h after exchanging media and were then subjected to immunocytochemistry. Immunostaining showing the expression level of FAT3. It seems that FAT3 expression is maintained after changing the media. Scale bar: 50 μm. ***F***, Phase contrast images showing BV2 morphology. Scale bar: 50 μm. ***G***, The score indicates a ratio of maximum to minimum Feret diameter; *n* > 39 cells; 5 fields. The elongated cell is defined as the score over 2. ***H***, The graph indicates the relative percentage of elongated BV2 cells morphology in ***F***; *n* = 5 fields; mean ± SD; *p* values were calculated by one-way ANOVA. N.S., not significant. The data were reproduced in at least two independent experiments.

Movie 1. The time-lapse recoding of BV2 cells in the absence of hypoxanthine in Fig. 4*A*. 10.1523/ENEURO.0056-20.2020.video.1

Movie 2. The time-lapse recoding of BV2 cells in the presence of hypoxanthine in Fig. 4*A*. 10.1523/ENEURO.0056-20.2020.video.2

We next investigated the mechanisms of how BV2 shape is stabilized in the presence of hypoxanthine. Since a number of elongated BV2 were observed in low density cultured with DMEM/F12, we speculate that BV2 morphology is regulated by not only a cell-cell interaction but also a humoral factor, which is a potential ligand for FAT3. To answer this question, we cultured BV2 cells with or without the replacements of the medium. Consistent with our findings in Figure 1, both hypoxanthine and DMEM/F12 promoted the morphologic changes. On the other hand, the number of the round shape of BV2 was increased even in the DMEM/F12 condition and DMEM containing hypoxanthine when the medium was exchanged frequently (Fig. 4*D–H*). At least in this condition, it seems that an adequate amount of FAT3 was expressed when cells were incubated with DMEM/F12 for 24 h. Therefore, hypoxanthine-induced FAT3 expression is not sufficient for altering BV2 morphology further, implying that BV2 morphologic changes are mediated by the extracellular factors as well. Probably, both a secreted humoral factor and hypoxanthine-induced FAT3 are necessary for regulating BV2 morphogenesis.

## Discussion

In this study, we propose that the FAT atypical cadherin family protein, FAT3, is a novel mediator that controls the morphology of microglia cell line BV2. We also found that hypoxanthine induces FAT3 expression. Moreover, FAT3 in concert with a potential humoral factor suppresses the retraction of their processes. Thus, it is likely that the hypoxanthine-Fat3 axis is crucial for regulating the microglial morphologic changes (Fig. 5).

**Figure 5.**
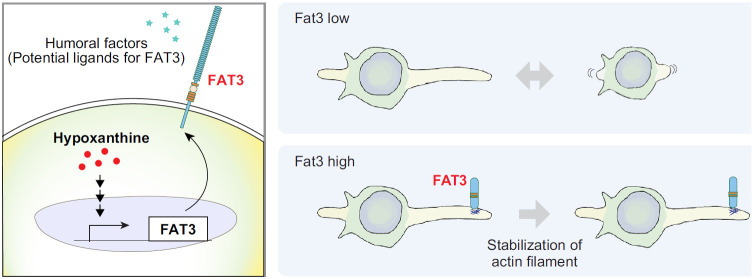
A model describing the functions of FAT3 in microglia. FAT3 expression is induced by hypoxanthine in microglia. FAT3 localized on the tip of the microglial process may stabilize actin reorganization in concert with a humoral factor.

In the nervous systems, cadherin family proteins, including FAT-related protein, play an important role in regulating a variety of neuronal aspects, such as neuron-glia interaction, synaptogenesis, axon patterning, and dendritic arborization (Takeichi, 2007). So far, it has been shown that FAT3 and FAT1 are thought to be involved in actin rearrangement through interacting with ENA/VASP proteins (Moller et al., 2004; Tanoue and Takeichi, 2004; Krol et al., 2016). Interestingly, FAT3 subcellular localization is not uniform but limited in a specific site. For instance, FAT3 has been reported to be asymmetrically localized to the processes in the inner plexiform layer in retinal amacrine cell precursors. The opposite processes of amacrine cells are retracted, resulting in forming unipolar cells (Deans et al., 2011; Krol et al., 2016). In accordance with this research, we found that FAT3 in microglia is necessary for stabilizations of the processes in BV2 cells (Fig. 4*A–C*). Moreover, we observed that FAT3 subcellular localization does not tend to be diffusive at the peripheral region but concentrated locally. Therefore, we considered that asymmetric FAT3 anchors actin-related protein such as ENA/VASP and controls the actin rearrangement under the FAT3-expressed region. As FAT-related proteins contribute to homophilic or heterophilic cell adhesion (Nakayama et al., 2002; Ishiuchi et al., 2009), FAT3-interacting protein may have influences on the cell-cell contact or actin organization. So far, it has been reported that *Drosophila* Fat protein interacts with another cadherin family protein Dachsous (Ds), contributing to the regulation of planar cell polarity (Matakatsu and Blair, 2004). Intriguingly, the functions of both Fat and Ds are regulated by Four-jointed, which phosphorylates the Fat and Ds in the Golgi apparatus (Ishikawa et al., 2008). We found that expression level of FAM20C, which is a secretary kinase as well as Four-jointed, is also increased when BV2 cells are cultured under DMEM/F12 medium (Fig. 1*D*). Therefore, it may be possible that a high-nutrient condition could promote expressions of not only FAT3 but also FAM20C, leading to enhancing the interaction between FAT3 and target cadherin via FAT3 phosphorylation. 

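Fam20c was measured by 1 transcript cluster (10526853), with a log2 value of 7.76 in DMEM and 8.94 in DMEM/F12, which is 2.27-fold higher in DMEM/F12. None of the 1000 other clusters nearest to it in mean log2 value had a larger difference. Its paralog Fam20b, which encodes a xylose kinase of proteoglycan synthesis, differed by -0.08 (7.81 and 7.73), and Fam20a, which was not above background, by 0.14. Fjx1, the mouse counterpart of Four-jointed, had 4.75 in DMEM and 4.69 in DMEM/F12, a difference of -0.06. The Dachsous gene Dchs1 differed by 0.16 and the Fat genes Fat1, Fat2 and Fat4 by 0.32, 0.00 and 0.19, with Fat4 not above background. In the list of 22 measured genes of FAT, Dachsous and planar cell polarity, 14 were higher and 7 lower in DMEM/F12, and Fam20c was the only one at 2-fold or more when the clusters of a gene were averaged. The median of the list was 0.12, at the 96.7th percentile of 10000 random lists, and the study had picked Fat3 and Fam20c from these same arrays. Without the genes of Fig. 1D the median was 0.09, at the 89.8th percentile, and with only genes above background 0.06, at the 80.1st.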

Meanwhile, we found that the humoral factors secreted from BV2 cells have influences on their morphologic changes (Fig. 4*D–H*). Since proteomic analyses had revealed that FAT3 is associated with several humoral factors, such as XCL1 and PDGFB (Huttlin et al., 2017), the FAT3-dependent morphologic changes is regulated by not only cell-cell interaction but also other extracellular proteins.

Although several purinergic receptors exist in microglia, we consider that microglial morphology relies on intracellular hypoxanthine for the following reasons; First, P0 purinergic receptors do not recognize hypoxanthine (Bender et al., 2002). Second, treatment with PPADS, which is an antagonist for P2X receptors, had little effect on changing BV2 morphology. Third, increasing intracellular hypoxanthine induces morphologic changes of BV2. An important question is how hypoxanthine mediates FAT3 expression. It has been known that hypoxanthine mediates salvage pathways to synthesize nucleotides. Hypoxanthine-guanine phosphoribosyl transferase (HPRT1), which catalyzes hypoxanthine to inosine monophosphate (IMP) is one of the key enzymes that regulate the salvage pathway. Previously, HPRT1 expression level has been reported to be changed in microglia around P14 (Bennett et al., 2016). The proteomics analyses have revealed that HPRT1 interacts with several transcription factors, such as Jun and NF-κB (Li et al., 2015). Thus, it could be possible that hypoxanthine regulated HPRT1 cooperates with these transcription factors and upregulates FAT3 expression. Intriguingly, mutations in *Hprt1* gene cause Lesch–Nyhan syndrome (LNS) (Yang et al., 1984), which is a rare neurologic disorder exhibiting accumulation of uric acid caused by a defect in nucleic acid metabolisms. Because a decrease of uric acid accumulation does not cure the LNS symptoms, there is another possibility that aberrant microglial functions via abnormal hypoxanthine metabolism may cause neurologic disorders. The salvage pathway, rather than the *de novo* pathway, functions preferentially in the adulthood brain. On the other hand, it seems that the *de novo* pathway is activated dominantly under the postnatal stage, indicating that the switching from the *de novo* to the salvage pathways could occur after birth. Given that the upregulation of intracellular hypoxanthine concentration promotes HPRT1 activity, HPRT1 activation could be a key event that triggers the microglial transition under postnatal brains. Thus, it may be possible that loss of HPRT1 function causes the aberrant microglial transition, resulting in the onset of neuropsychiatric disorders, such as LNS.

BV2 cells are often used to be in place of primary microglia in an *in vitro* experiment because the gene expression patterns in BV2 cells are similar to the primary microglia under the reactive state (Henn et al., 2009). In addition, the analyses of BV2 cells have contributed to understanding the molecular mechanisms of intracellular and intercellular phenomena, such as caspase signaling dependent microglia activation (Burguillos et al., 2011), the microglia and glioblastoma communication (Shen et al., 2016), and microglial phagocytosis (Pluvinage et al., 2019). Moreover, BV2 cells are used to facilitate investigating the mechanisms of the neuronal disorder, such as Alzheimer’s disease, Huntington’s disease, amyotrophic lateral sclerosis, and stroke (Urushitani et al., 2006; Burguillos et al., 2015; Zhao et al., 2018; Joshi et al., 2019; Pluvinage et al., 2019), indicating that BV2 cells are a powerful tool to study the microglial functions. On the other hand, the shape of surveillant microglia *in vivo* is different from in BV2 cells.

FAT3 has been reported to be localized at the process in retinal amacrine cells and suppresses their retraction. Since FAT3 interacts with ENA/VASP protein, it is likely that FAT3 regulates a local actin reorganization in neurons. As well as amacrine cells, we found that treatment with hypoxanthine stabilizes their morphology of BV2 cells. Thus, we presume that one of FAT3 functions is to control actin rearrangement and stabilize processes locally. The interesting question is how subcellular localization of FAT3 is regulated. Since FAT3 is a cadherin family protein, the target proteins expressed in other cells could influence on subcellular localization of microglial FAT3. Although this is an interesting enigma, a detailed analysis will be a need in the future.

In conclusion, we found that FAT3 regulates BV2 morphology in coordination with a humoral factor derived from BV2 cells. The expression level of FAT3 in BV2 is regulated by intracellular hypoxanthine in microglia, demonstrating that the hypoxanthine-FAT3 axis is a novel pathway that links microglial morphologic changes to their traits. Since defects in *Fat3* gene are associated with several neuropsychiatric diseases, such as schizophrenia, autism, and ataxia (Yan et al., 2016; Baron et al., 2019; Capkova et al., 2019), our finding may provide a hint that links microglial dysregulations to the onset of these diseases.

How the deposited data were processed for this re-analysis (not part of the article)

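Gene expression was measured in the mouse microglial cell line BV2 after culture in DMEM or in DMEM/F12, with 1 Affymetrix Mouse Gene 1.0 ST array per medium. The authors deposited log2 expression values of 28944 transcript clusters, made with Affymetrix Expression Console and Transcriptome Analysis Console. These program names are from the methods and the submitters' processing notes, and their versions, the summarization, the normalization between arrays and the genome build are not given in the sources used here. The quartiles of the 2 arrays were nearly equal (3.30 and 6.67 in DMEM, 3.31 and 6.66 in DMEM/F12), and whether the deposited log2 values include a normalization between arrays was not tested.

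The samples were assigned to media by the submitters' labels and the methods, which name the same media. The log2 difference of each cluster was the value in DMEM/F12 minus the value in DMEM, with no further normalization and no filter on dim clusters, and the threshold was 2-fold because the paper's text names none and the shortest bars of Fig. 1D are near it. Gene symbols came from the platform's annotation. Of the clusters with exactly 1 symbol, 21698 of 21789 had an Entrez number found in the RefSeq genes of GRCm38.p6, and no symbol needed an update. These clusters stand for 19938 genes, of which 999 have several clusters and take the mean over them. No coordinates are given, since no build is named for the arrays. Background on each array was the 95th percentile of 1247 clusters of olfactory, vomeronasal and taste receptor genes, and 13276 genes had a cluster above it on at least 1 array.

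The 32 gene lists, the comparisons, the alternatives and the rule for naming genes were fixed before the data were examined. Fig. 1D, which draws genes picked from these same arrays, had been seen by then. Lists that hold its genes were therefore not blind to it, such as interferon-stimulated genes (4), NF-κB targets (2) and p53 targets (1). The rule names the bars of Fig. 1D, whose heights had been seen, the genes that the paper's text names, the 10 highest and 10 lowest genes above background other than small RNAs, receptors and unnamed gene models, and in each list the 2 genes above background with the largest difference. Dchs2 and Nfkb1 had no cluster of their own in the annotation used here. A list's median difference was set beside 10000 random lists of the same size, drawn from 20 bins of mean log2 value. A Fat3 or Fam20c cluster was ranked among the 1000 other clusters nearest in mean log2 value. Both describe these 2 arrays only. With 1 array per medium there is no replicate error, so no significance test between the media was run and no p-value is given. The number of arrays limits the precision.

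The alternatives were centring each array on its median, quantile normalization, subtraction of a loess curve of the difference on the mean (span 0.3), only clusters above background, values below background raised to it (not run for the lists), only clusters with 1 symbol, a 1.5-fold threshold, and for the lists the brightest cluster per gene, only genes above background, or the genes of Fig. 1D left out. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and the plots matplotlib 3.10.9. The steps were tested on simulated arrays with the levels and spread of the real ones. Of 100 clusters changed 3-fold, 100 passed the 2-fold threshold, as did 2 of 100 changed 1.5-fold and 0 of 28744 unchanged clusters. Without replicates the spread of unchanged clusters on the real arrays is not known. The simulated count of 0 is therefore not a rate of false 2-fold differences there. Of simulated lists of 20 genes, 5 of 100 left alone and 100 of 100 shifted by 0.3 on the log2 scale lay outside the central 95% of random lists, drawn from 19938 genes. The shift of 0.3 is larger than the medians of, for example, p53 targets (0.28) and immediate early genes (0.12). Shifts of those sizes were not simulated. Extended Data Table 1-1, imaging and RT-qPCR were not analysed here.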

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

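The tests of explanations in this part were all chosen after the values were seen. Besides the secreted factors that the paper names, 6 gene lists, which the paper does not report on as lists although its text names Jun and NF-κB and its Fig. 1D draws some of their genes, lay outside the central 95% of random lists: targets of p53 (median log2 difference 0.28), of NRF2 (0.24) and of NF-κB (0.18) and immediate early genes (0.12) were higher in DMEM/F12, and genes of the unfolded protein response (-0.26) and heat shock proteins (-0.19) were lower. Each stayed outside under the 3 scalings, with only genes above background, with the brightest cluster per gene and without the genes of Fig. 1D. Some of these settings could not change a list. Only the p53 and NF-κB lists hold genes of Fig. 1D. All unfolded protein response and immediate early genes were above background, and each p53 and immediate early gene has 1 cluster. Median centring shifts a list and its random lists alike.

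Together with the 2 secreted factors that the paper names, 7 lists lay outside that range. Independent chance differences of single genes are argued against, since none of 1000 shuffles of the differences among genes of like signal gave 7 lists and the most was 6. A trend of the difference with signal level is also argued against, because the loess curve of the difference on the mean was at most 0.0475 in size, while the smallest of the 7 list medians was 0.12 in size. A difference between the 2 cultures other than the medium, such as density or handling, cannot be told apart from the medium with 1 array per medium. An effect of the medium is the biological explanation that the design gives, and it remains untested.

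The Fat3 clusters were higher as a group but far apart. Differences of single clusters by chance are argued against by the 13 Fat3 clusters that Fig. 1D does not draw, whose mean difference of 0.46 was above all 10000 random sets of 13 clusters of like signal, whose upper 2.5% began at 0.14. Whether weak signal accounts for the spread is left open: the SD over the 9 clusters above background on both arrays was 0.36, at the 98.3rd percentile of random sets, but without cluster 10591118 it was 0.32, at the 93.8th, and without cluster 10591090 0.33, at the 93.5th. Why the clusters differ was not tested, and transcripts that hold different parts of the gene remain an open biological explanation.

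Among the 31 clusters at 2-fold or more, 14 were not above background on either array. Whether noise of dim clusters accounts for these is left open. Of 9786 such clusters other than receptors, 12 (0.123%) were at 2-fold or more. Among sensory receptor genes not above background the share was 2 of 1172 or 0.171%, with an exact 95% interval of 0.0207% to 0.615%. The first share lies inside this interval. The counts at 2-fold were known when the comparison was chosen, so it could not have gone above the interval and cannot decide. The share among clusters above background, 17 of 17986 or 0.0945%, lies inside this interval too, so the interval, which rests on 2 receptor clusters, does not separate dim from bright clusters, and noise of bright clusters was not tested. No biological explanation was tested.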

How the results depend on the processing

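The count of clusters under the strict threshold was chosen after seeing the data; the other alternatives were not. No paired analysis was possible because each medium has 1 array. Without replicates, a value was taken to have moved when it shifted by more than 0.1 on the log2 scale and a count when it changed by more than 1.5 times. Median centring, quantile normalization and loess centring moved none of the results, with 16 to 18 clusters at least 2-fold higher and 11 or 12 lower. The counts depended on signal over background, annotation and threshold: 20 higher and 11 lower clusters became 12 and 5 with only clusters above background, 12 and 1 with values below background raised to it, 15 and 5 with only clusters of exactly 1 symbol (only the lower count moved), and 305 and 314 at 1.5-fold. Values more than 2-fold apart, without those at exactly 2-fold, were 17 and 11. The 7 lists outside the central 95% of random lists stayed outside under the alternatives run on lists, which do not include raising values to background. Some of these alternatives could not change a given list, as described above. With only genes above background, 4 lists inside that range shifted, to 0.025 for purinergic receptors, 0.15 for neuron markers, 0.20 for astrocyte markers and 0.07 for endothelial markers, over fewer genes. With values below background raised to it, the Fat3 clusters 10591092, 10591112, 10591131 and 10591135 and Trim12a all came to 0.017, which is the gap between the background levels of the arrays and has no direction. Under the same setting Fat3 clusters 10591114 and 10591123 came to 0.13 and 1.18, since their DMEM value lies below background.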

Differences from the paper's values

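In the paper's RT-qPCR, which used 5S ribosomal RNA as reference and other cultures than the arrays, the Fat3 level in DMEM/F12 relative to DMEM was about 32-fold in Fig. 1F, about 4.5-fold in Fig. 2B and about 7.3-fold in Fig. 2C, all read by eye from linear axes. The paper's Table 2 gives mean differences for these panels without stating their scale, and they were not used. On the arrays the mean over the 15 Fat3 clusters was 1.49-fold, a log2 difference of 0.58. Of these clusters 4 were not above background on either array. Over the 11 above background on at least 1 array the mean log2 difference was 0.70. The highest cluster was 2.77-fold, over a DMEM value below background; with values raised to background it was 2.27-fold and another cluster, at 2.33-fold, was the highest. None of the alternatives set before the data were examined comes within 1.5 times of any of these: the mean was 1.47-fold with median-centred arrays, 1.48-fold with quantile normalization and with loess centring, and 1.40-fold with values below background raised to it.

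The legend of Fig. 1D gives 17 higher and 11 lower genes as the paper's numbers, and the paper's text states no threshold. At 2-fold or more, 20 clusters were higher and 11 lower. The 3 further clusters lie at exactly 2-fold and belong to Olfr714, Cyp4a31 and Fat3; with values strictly above 2-fold, a setting chosen after seeing the values, the counts were 17 and 11 and no matched bar was dropped.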

Other observations

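Genes for handling hypoxanthine and other purines, which the paper's later experiments turn on, showed small median differences between the arrays, although single genes differed by more than 1.5-fold. Hprt, which converts hypoxanthine to inosine monophosphate, had a log2 value of 8.47 in DMEM and 8.62 in DMEM/F12, and Xdh, which oxidizes hypoxanthine, 7.15 and 7.14. The list of purine salvage and breakdown had a median log2 difference of -0.03 over 23 genes, with the adenosine deaminase gene Ada at -0.63 and the AMP deaminase gene Ampd2 at -0.52. Genes of de novo purine synthesis had a median of -0.02 over 16 genes, with Adssl1, an adenylosuccinate synthase, at 0.75 and Shmt2 at -0.24. The list set up for nucleoside and nucleobase transporters had a median of 0.07 over 10 genes. Slc29a1 was at 0.01, Slc29a2 at -0.27 and the list member Slc23a1 at 0.30. Whether Slc23a1 and Slc23a2, which is also in the list (0.19), encode transporters of this kind was not examined. Both are among the 6 higher genes of the list, against 4 lower ones, among them Slc43a3 at -0.18. The median was not calculated without Slc23a1 and Slc23a2, so it gives no direction for such transporters. Purinergic receptors had a median of -0.10 over 15 genes at the 5.14th percentile of random lists, but 0.025 at the 59.1st percentile over the 8 genes above background, with P2rx7 at 0.30, P2rx4 at 0.13 and P2ry6 at -0.37. Transcripts of the secreted proteins that the paper names as partners of FAT3 were higher in DMEM/F12, Pdgfb by 0.51 and Xcl1 by 0.22. Their median of 0.37 lay at the 99.0th percentile of random pairs. The Xcl1 difference is smaller than the SD over all transcript clusters (0.23), and the proteins were not measured. The actin list, with the Ena/VASP family, had a median of 0.01 over 36 genes, with Evl at 0.29, Vasp at -0.15, Enah, not above background, at -0.14, Myo10 at 0.60 and Rhob at -0.63.

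Microglial identity genes went both ways. Tmem119, a marker of mature microglia, had 6.71 in DMEM and 6.05 in DMEM/F12 (1.58-fold lower), and the complement genes C1qc and C1qb differed by -0.80 and -0.60, while C1qa differed by 0.44. The list of homeostatic markers had a median of -0.03 over 26 genes. Disease-associated markers had a median of 0.04 over 20 genes, with Cst7 at 0.76 and Cd52 at 0.67, alternative activation genes a median of -0.02 over 19 genes, with Egr2 at 0.49 and Mrc1 at -0.36, and antigen presentation genes a median of 0.05 over 15 genes, with Cd80 at 0.45 and H2-DMa at -0.59. C1qa and C1qb were picked after their values were seen.

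In metabolism, the glucose-responsive arrestin genes Txnip and Arrdc4 were higher in DMEM/F12 by 0.93 and 0.74 although glycolysis as a list was not. The paper's methods name the DMEM as high glucose and state no glucose concentration for either medium. A link of these genes to glucose was not tested. Metal handling genes had a median of 0.02 over 24 genes, with Hp at 1.40 and the transferrin receptor gene Tfrc at -0.60. The amino acid response and serine synthesis list had a median of -0.01 over 36 genes and fatty acid synthesis and desaturation a median of -0.05 over 16 genes, with Acss2 at 0.36 and Elovl1 at -0.29. In cholesterol synthesis and uptake, Insig1 was at 0.43 and Mvd at 0.37.

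Markers of other cell types lay inside the range of random lists, with medians of 0.00 for neurons, 0.04 for astrocytes, 0.01 for oligodendrocytes, -0.07 for fibroblasts, -0.08 for endothelium and 0.09 for lymphocytes. With only genes above background, the medians that moved by more than 0.1 also lay inside that range. They became 0.15 for neurons (5 genes), 0.20 for astrocytes (4 genes) and 0.07 for endothelium (6 genes). Reference genes of expression studies had a median of 0.05 over 14 genes. Of the 5S ribosomal RNA, the reference of the paper's RT-qPCR, 1 cluster is named in the annotation used here (n-R5s136), with 8.27 in DMEM and 8.49 in DMEM/F12, at the 89.3rd percentile of clusters of like signal, while Fig. 1D draws n-R5s62 among the lower bars, which has no cluster of its own in that annotation.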
